# Comparative Transcriptome Analysis of Adipose Tissues Reveals that ECM-Receptor Interaction Is Involved in the Depot-Specific Adipogenesis in Cattle

**DOI:** 10.1371/journal.pone.0066267

**Published:** 2013-06-21

**Authors:** Hyun-Jeong Lee, Mi Jang, Hyeongmin Kim, Woori Kwak, WonCheoul Park, Jae Yeon Hwang, Chang-Kyu Lee, Gul Won Jang, Mi Na Park, Hyeong-Cheol Kim, Jin Young Jeong, Kang Seok Seo, Heebal Kim, Seoae Cho, Bo-Young Lee

## Abstract

Adipocytes mainly function as energy storage and endocrine cells. Adipose tissues showed the biological and genetic difference based on their depots. The difference of adipocytes between depots might be influenced by the inherent genetic programing for adipogenesis. We used RNA-seq technique to investigate the transcriptomes in 3 adipose tissues of omental (O), subcutaneous (S) and intramuscular (I) fats in cattle. Sequence reads were obtained from Illumina HiSeq2000 and mapped to the bovine genome using Tophat2. Differentially expressed genes (DEG) between adipose tissues were detected by EdgeR. We identified 5797, 2156, and 5455 DEGs in the comparison between OI, OS, and IS respectively and also found 5657 DEGs in the comparison between the intramuscular and the combined omental and subcutaneous fats (C) (FDR<0.01). Depot specifically up- and down- regulated DEGs were 853 in S, 48 in I, and 979 in O. The numbers of DEGs and functional annotation studies suggested that I had the different genetic profile compared to other two adipose tissues. In I, DEGs involved in the developmental process (eg. *EGR2*, *FAS*, and *KLF7*) were up-regulated and those in the immune system process were down-regulated. Many DEGs from the adipose tissues were enriched in the various GO terms of developmental process and KEGG pathway analysis showed that the ECM-receptor interaction was one of commonly enriched pathways in all of the 3 adipose tissues and also functioned as a sub-pathway of other enriched pathways. However, genes involved in the ECM-receptor interaction were differentially regulated depending on the depots. Collagens, main ECM constituents, were significantly up-regulated in S and integrins, transmembrane receptors, were up-regulated in I. Different laminins were up-regulated in the different depots. This comparative transcriptome analysis of three adipose tissues suggested that the interactions between ECM components and transmembrane receptors of fat cells depend on the depot specific adipogenesis.

## Introduction

Fat is a loose connective tissue composed of adipocytes and functions as not only the main site of energy storage but also the highly active metabolic and endocrine organ. It is restricted to certain areas in the body such as subcutaneous layer between muscle and dermis, around internal organs and between muscles. The amount and distribution of fat are important factors that influence the meat quality in the beef industry [1], [2]. For several decades, it has been known that adipose tissues are regionally heterogeneous with respect to metabolic activities and functions [3]–[5]. Evidences showed that the numerous biological and genetic differences among adipose tissues depend on their anatomical locations [6]–[8]. Adipocytes isolated from different depots differ in size, lipoprotein lipase release, lipid synthetic capacity, fatty acid incorporation and other characteristics [9]–[13]. Regional variations have been also observed in the replicative potential, fatty acid transfer and adipogenic differentiation of preadipocytes originating from various depots of the same individuals under the identical *in vitro* conditions [14]–[18]. The inter-depot variations might have the influences of the inherent genetic programming of the adipocyte development and the microenvironment of adipose depots such as their hormonal response, local nutrient availability, innervations and anatomic constraints [14]–[18]. The fat deposition in muscle, intramuscular fat, might be regulated by the genetic mechanisms different from that in other adipose depots for the occurrence and development. Intramuscular fat content in meat is one of important traits that influence eating quality such as meat tenderness, juiciness, and taste [19]. However, very little is known on the genetic mechanism of intramuscular fat because it is the most difficult depot to study developmentally. Especially, there is the lack of information concerning the transcriptomic differences among omental, subcutaneous and intramuscular adipose tissues.

Gene expression profiling or transcriptome analysis provides new insights to understand the molecular basis of adipogenesis [20]. A few of transcriptome studies in adipose tissues has been reported in cattle using microarray and 3′ digital gene expression-tag analysis [21], [22] The application of next-generation sequencing (NGS) to this area have started to reveal the complexities of different biological processes at an unprecedented level of sensitivity and accuracy [20]. In the present study, we investigated the difference of the depot specific gene expression from 3 different adipose tissues of omental, subcutaneous and intramuscular tissues in cattle using RNA-seq technology.

## Methods

### Ethics Statement

All animal care and experimental procedures were reviewed and approved by the Institutional Animal Care and Use Committee of the National Institute of Animal Science (No. 2010-042).

### Animals

Nine heads of Hanwoo (Korean native cattle, *Bos taurus coreanae*) cattle were fed and managed in the feeding barn at Hanwoo Experimental Station in National Institute of Animal Science under the high quality beef production program (2007). The steers used for this study were 30 months old at slaughter (Body Weight = 835±15.2 kg).

### Sample Preparation

Immediately, after stunning and exsanguination, the muscle and fat portions between the 6th to 7th ribs were removed, and the subcutaneous and intramuscular fat depots were sampled from this rib section. The omental adipose tissue was taken within the lesser curvature of the abomasums and stored at −80°C freezer until the analysis.

### RNA-seq Library Preparation and Sequencing Analysis

Total RNAs of subcutaneous, intramuscular, and omental fat tissues were isolated using TRIzol (Invitrogen) and a RNeasy RNA purification kit with DNase treatment (Qiagen). mRNA was isolated from the total RNA using oligo-dT beads and were reverse transcribed into double strand cDNA fragments. Constructing and sequencing RNA-seq library for each sample were carried out based on protocols of Illumina HiSeq2000 to generate 90 pair-end reads. Quality of RNA-seq reads from all of the adipose tissues was checked using FastQC (Figure S1). The reads passed the quality control were mapped to Bovine Taurus genome (bosTau6) from UCSC using Tophat2 (v2.0.2) and were counted using HTseq (v0.5.3p3). The RNA sequencing data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO) under the accession number of GSE39618 (http://www.ncbi.nlm.nih.gov/geo/).

### Statistical Analysis and DEG Identification

EdgeR was used to identify differentially expressed genes between adipose tissues [23]. This package is designed for the analysis of replicated count-based expression data and is based on a negative binomial model. RNAseq data may exhibit more variability than expected in a poisson distribution because it is more widely dispersed in the genome. When a negative binomial model is used, the dispersion has to be estimated before the DEG analysis is carried out. EdgeR provided Cox-Reid profile-adjusted likelihood method to estimate dispersion for the pairwise comparisons between Omental and intramuscular (OI), Omental and subcutaneous (OS), intramuscular and subcutaneous (IS), and intramuscular and the combined omental and subcutaneous (IC). After negative binomial models are fitted and dispersion estimate are obtained, a generalized linear model (GLM) likelihood ratio test was used to determine differential expression. The GML likelihood ratio test automatically takes all known sources of variation into account. Significant DEGs each pairwise comparison were selected at FDR<0.01. In order to investigate differentially regulated genes specific to each depot, we selected common DEGs from two-way pairwise comparisons with one of tissues in common. For example, we compared DEGs with the same direction of log FC between OI and OS and selected common DEG to identify the omental-specifically regulated genes. Same methods were applied to detect DEGs specific to the intramuscular and subcutaneous fats.

### Functional Annotation of DEGs

The bovine Ensembl gene IDs were converted to official gene symbols by cross-matching to human Ensembl gene IDs and official gene symbols. The official gene symbols of human homologues of bovine genes were used for functional clustering and enrichment analyses using the Database for Annotation, Visualization and Integrated Discovery (DAVID) [24]. The representation of functional groups in omental, intramuscular, and subcutaneous fat tissue relative to the whole genome was investigated using the Expression Analysis Systematic Explorer (EASE) tool [25] within DAVID, which is a modified Fisher’s exact test to measure enrichment of gene ontology (GO) terms [26]. To identify enrichemented GO terms functionally clustered genes were filtered by EASE value <0.01 and selected.

### Reverse Transcription and Quantitative Real-time PCR

The 1.5 ug of extracted total RNA was used in a final volume of 20 µl to synthesize cDNA using a High Capacity RNA-to-cDNA Kit (Applied Biosystems, Foster City, CA). With the synthesized cDNA sample of each tissue, quantitative real-time PCR was performed to analyze the quantity of mRNA that coded for the selected genes using the ABI 7300 Real-Time PCR system (Applied Biosystems, Foster City, CA) and a quantitative real-time PCR kit (DyNAmo HS SYBR Green qPCR kit, Finnzymes, Finland). Amplification was carried out for 1 cycle at 95°C for 5 min; 40 cycles at 95°C for 15 s, annealing temperature listed on the Table S1 for 30 s, 72°C for 30 s; 1 cycle of 72°C for 10 min. For amplification, 1 pM of the primers were used for the amplification. The mRNA quantities of the target genes were normalized to that of a reference gene. The qRT-PCR for all target genes was performed twice with two different reference genes, *β-actin* (*ACTB*) and *glyceraldehyde-3-phosphate dehydrogenase* (*GAPDH*), to make the result more reliable. Using threshold cycle (CT) values for these genes, relative expression levels were calculated with the 2^−ΔΔ^Ct method [27].

## Results

### Quality of RNA-sequence Reads in Adipose Tissues

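The sequenced libraries came from omental (O), intramuscular (I) and subcutaneous (S) fat of 9 animals that were 30 months old at slaughter. The animals are numbered here as replicates 1 to 9. Poly(A) RNA was sequenced as paired-end reads, and the authors mapped the reads to the bovine genome with TopHat2 and counted them per Ensembl gene with HTSeq. The tables read here hold the raw counts of 1 library each, without normalization. The paper's text does not name the strand setting of the counting, so genes that overlap on opposite strands may share reads. The values below came from 9 O, 8 I and 9 S libraries, because the I library of replicate 9 was not used here. For comparison, 8 muscle libraries of the same series were also read, with none for replicate 7.
Each table listed 24596 genes. Between 4187267 and 6141691 counts per library fell on genes in O (median 5389329). The range was 4363871 to 6505720 in I (median 5757418), 4913519 to 7184022 in S (median 5429641) and 3726376 to 6612376 in muscle (median 5404697.5). For each pair of depots, genes were kept by the edgeR function filterByExpr, with a count minimum of 10 in about as many libraries as the smaller group holds. Library sizes were scaled with the TMM method. DEGs were then identified with the quasi-likelihood test of edgeR, without a term for the animal, at a Benjamini-Hochberg FDR under 0.01, which is the threshold of the paper. The paper used the likelihood ratio test of the same package, and the title of its Figure 1 names a common dispersion. Levels of single genes are given as CPM, normalized with TMM over all 34 libraries.
In a principal component analysis of log2 CPM over 12732 genes, the first component held 62.5% of the variance and the second 12.7%. Every muscle library scored 111.8 or more on the first component, and every fat library 4.91 or less. On the second component the 8 I libraries scored between 41.4 and 85.9, and the O and S libraries between -41.1 and -4.21. The O and S libraries overlapped on both of these components. In the same analysis of the fat libraries alone, they were apart on the third component (7.67% of the variance), with O from -29.5 to -18.6 and S from 11.2 to 38.4.

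**Figure D1:**
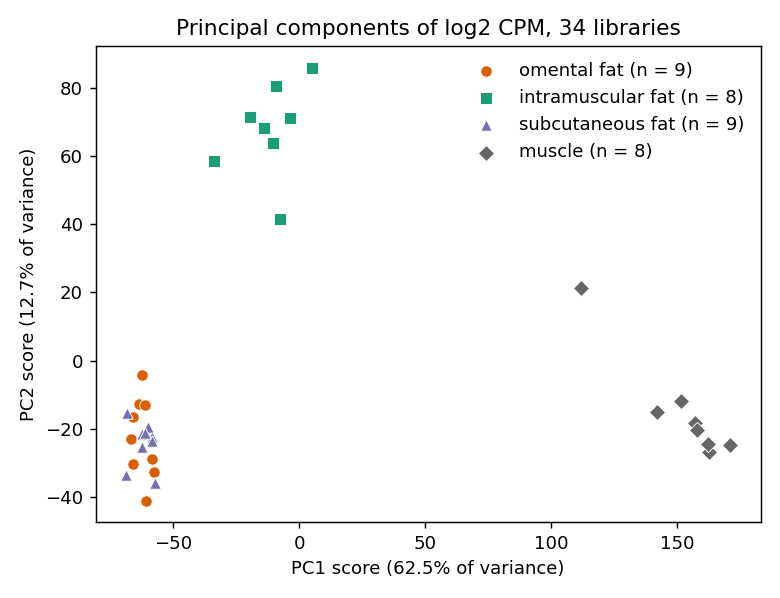
Scores of the 34 libraries on the first and second principal component of log2 CPM, 1 point per library, with the share of variance on each axis. The 8 I libraries lie at 41.4 or more on the second component, above the 9 O and the 9 S libraries, which overlap.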

We obtained RNA-seq reads from three different adipose tissues (subcutaneous, intramuscular, and omental) of nine Hanwoo animals [GenBank:GSE39618]. The numbers of total sequence reads and mapping rates for each sample were summarized in Table S2. Only a few amount of sequence reads (<0.05%) did not pass the quality filtering. The average numbers of sequence reads in each tissue were 38, 36, and 35 M reads in subcutaneous (S), intramuscular (I), and omental (O) fat respectively. Among the sequence reads passed the quality control, on average, 96.9% reads in subcutaneous fat, 98.3% in intramuscular, and 97.5% in omental fat were successfully mapped to bovine genome (bosTau6) using TopHat (v2.0.2).

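Summed over all lines of a table, including the 5 lines that name no gene, the libraries held a median of 17807041 counts in S (15773847 to 23427645), 18016565.5 in I (13632656 to 21681048) and 17302706 in O (14065107 to 19227741). Each count stands for 1 pair of reads, and the mean per library was 18228219 in S, 18054200 in I and 16576821 in O. A median of 30.7% of these counts fell on genes in S, 31.5% in I and 32.0% in O. Reads that the counting matched to no gene made up a median of 61.0% in S, 59.1% in I and 59.9% in O. As the strand setting is not named, these reads need not lie outside annotated genes. Reads with more than one place in the genome made up 7.89%, 9.40% and 7.86%, respectively. The 20 genes with the most counts took 8.13% to 15.1% of the counts on genes over the 26 fat libraries. The values at the DEGs rest on the counts on genes, not on the total number of reads.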

### Identification of Differentially Expressed Genes (DEGs)

To investigate the difference in expression profiles of genes among adipose tissues of subcutaneous (S), intramuscular (I), and omental (O), we identified differentially expressed genes (DEGs) in the pairwise comparison of three adipose depots [28] (Figure 1). 

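In OI, 13156 genes passed the count filter and 4314 were DEGs, of which 2033 were higher in O and 2281 in I. In OS, 430 of 12966 genes were DEGs, with 259 higher in O and 171 in S. In IS, 4280 of 13077 genes were DEGs, with 2295 higher in I and 1985 in S. The median absolute log2 fold change of the DEGs was 1.06 in OI, 1.28 in OS and 1.03 in IS. At least a 2-fold change was shown by 2340 DEGs in OI, 287 in OS and 2224 in IS. In OI, 1673 of the 2033 DEGs higher in O and 1682 of the 2281 DEGs higher in I changed the same way in all 8 animals with both libraries. In OS, this held for 205 of 259 and 145 of 171 DEGs over 9 animals, and in IS for 1594 of 2295 and 1495 of 1985 over 8. The DEGs were called from these same libraries, so these shares describe the calls and are no further test of them.
The number of DEGs in OS moved most with the treatment of the animal and the dispersion. With the animal as a block in the model, the quasi-likelihood test gave 1067 DEGs in OS, among them 416 of the 430. One dispersion for all genes together with the block gave 1765, and 2162 and 2198 with 2 wider count filters, all chosen after the values were seen. Without TMM scaling, the depot with more DEGs changed in OI (3348 higher in O and 1645 in I) and in IS (1733 higher in I and 3142 in S).
The tables pair no identifier with a name, so only the genes of Table S1 are named. Among DEGs that changed the same way in every animal, TBX15 (ENSBTAG00000007767) was the furthest below in O against S. It reached 0.203 ± 0.192 CPM in O and 39.9 ± 7.08 CPM in S (SD, n = 9 each), a log2 fold change of -7.47 (standard error 0.29, edgeR adjusted p = 5.3e-13). The largest fitted increase in O against S was that of ENSBTAG00000000066, with 24 to 732 counts per library in O and none in any of the 9 S libraries. In I against S, ENSBTAG00000046177 had the largest increase, with a log2 fold change of 8.26 (standard error 0.84, edgeR adjusted p = 2.9e-07), and ENSBTAG00000048135 the largest decrease, with -5.66 (standard error 1.03, edgeR adjusted p = 0.00020). In O against I, ENSBTAG00000000071 fell furthest, with -9.03 (standard error 0.88, edgeR adjusted p = 1.3e-07).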

We found 5797 (3080 up-regulated in I and 2717 in O), 2156 (836 up-regulated in S and 1320 in O), and 5454 DEGs (2399 up-regulated in S and 3055 in I) in the comparison of omental and intramuscular fat (OI), the omental and subcutaneous fat (OS), and the intramuscular and subcutaneous fat (IS), respectively (FDR<0.01) (Table 1, File S1). 

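The count of DEGs was 10.0 times higher in OI and 9.95 times higher in IS than in OS. Over all settings examined, the first ratio lay between 2.38 and 17.5 and the second between 2.14 and 18.3. With the animal as a block, a setting fixed before the data were examined, the ratios were 3.86 and 3.35. The lowest ratios came with one dispersion for all genes, the block and the wider filters, chosen after the values were seen. The highest ratios came without replicate 5, when OS had 271 DEGs. A quantity that rests on no threshold, the median absolute log2 fold change over all tested genes, was 0.43 in OI, 0.17 in OS and 0.43 in IS.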

The number of DEG in OI and IS were two times higher compared with the OS. We also compared between the intramuscular fat (I) and the combined omental and subcutaneous fat (C) and found 5657 DEGs (2992 up-regulated in I and 2665 in C) (Table 1, File S1), which showed the similar pattern when the intramuscular fat was compared with other adipose fats separately. 

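Against the 18 O and S libraries taken as one group (C), I fat had 5476 DEGs among 13543 genes, of which 2800 were higher in I and 2676 in C. Of these DEGs, 3146 were also DEGs in both OI and IS. The log2 fold changes of I against O and of I against S correlated with r = 0.894 across 12927 genes. Genes are not independent replicates, and the 2 comparisons share the I libraries, so data simulated without any difference gave r = 0.540. Without TMM scaling, 2009 DEGs were higher in I and 4186 in C. The paper reasons that intramuscular fat had a more different genetic profile than omental and subcutaneous fat. It draws on the larger numbers of DEGs in the comparisons with I fat and on functional annotation, which was not analysed here.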

In order to identify depot specific DEG, we selected common DEGs from the two-way pairwise comparisons with one of tissues in common. We found 853 (302 up-regulated and 551 down-regulated), 4276 (2507 up-regulated and 1769 down-regulated), and 979 (621 up-regulated and 1320 down-regulated) DEGs in subcutaneous (S), intramuscular (I), and omental (O) respectively (Table 1). 

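As DEGs with the same direction in both comparisons of one depot, 164 genes were S-specific (59 up-regulated and 105 down-regulated), 3146 were I-specific (1787 and 1359) and 198 were O-specific (114 and 84). The comparisons of one depot share its libraries, so their log2 fold changes correlate without any difference. Across genes, r was 0.356 for O and 0.239 for S, below the 0.486 and 0.483 of data simulated without a difference. No gene was called depot-specific in 10 such simulated sets. With the animal as a block, the quasi-likelihood test gave 358 S-specific, 2720 I-specific and 376 O-specific DEGs. Without TMM scaling, 1298 I-specific DEGs were up-regulated and 2436 down-regulated.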

The number of DEGs in the intramuscular was 4 times higher than that in other tissues.

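I-specific DEGs were 15.9 times as many as O-specific and 19.2 times as many as S-specific DEGs. With the animal as a block, these ratios were 7.23 and 7.60. Over all settings examined, they lay between 3.86 and 26.9 and between 4.59 and 30.9. Muscle surrounds the intramuscular fat, and 1772 of the 1787 genes up-regulated in I were also tested against the 8 muscle libraries. Of these, 926 were higher in I fat than in muscle, 329 were higher in muscle and 517 were not DEGs between the tissues (edgeR quasi-likelihood test, FDR under 0.01). Leaving out the 3527 genes that were higher in muscle than in both O and S fat gave 2244 I-specific DEGs among 9601 genes. This was a share of 23.4%, against 24.3% of 12927 genes with those genes kept. Both shares take up- and down-regulated genes together. Of the 1787 up-regulated genes, 658 were among the 3527 and 1129 were not.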

**Figure 1:**
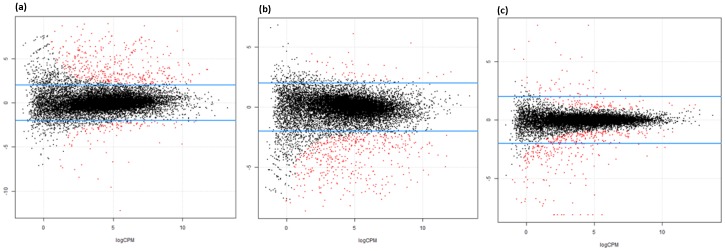
Cox-Reid common dispersion between adipose depots. (a) Omental vs. Intramuscular, (b) intramuscular vs. subcutaneous, and (c) omental vs. subcutaneous.

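The common dispersion of the negative binomial model, estimated with the Cox-Reid method, was 0.0986 in OI, 0.102 in IS and 0.0805 in OS. Its square root is the coefficient of variation between animals, which was 0.314, 0.320 and 0.284, respectively. Estimated gene by gene, this coefficient ran from 0.172 to 0.542 in OI, from 0.170 to 0.551 in IS and from 0.148 to 0.505 in OS (5th to 95th percentile over genes). With the animal as a block, the common coefficient was 0.276 in OI, 0.306 in IS and 0.185 in OS. O and S libraries of one animal deviated together from their group means, with a median correlation of 0.413 over 9 animals, against -0.034 for libraries of different animals.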

**Table 1:** Summary of DEG identified from the comparison among three different adipose tissues (FDR<0.01).

Paired comparison				
	OS	OI	IS	IC
No. of DEG	2156	5797	5454	5657
up-regulated in (tissue)	836 (S)	3080 (I)	2399 (S)	2992 (I)
	1320 (O)	2717 (O)	3055 (I)	2665 (C)
**Tissue specific DEGs**				
	**Omental**	**Intramuscular**	**subcutaneous**	
	**(OS vs OI)**	**(IS vs IO)**	**(SI vs SO)**	
No. of DEG	979	4276	853	
up-regulated	621	2507	302	
down-regulated	358	1769	551	

### Validation of DEGs Using qRT-PCR

We performed qRT-PCR to technically validate the DEGs detected in each adipose tissue. A total of 30 genes consisting of ten genes (5 up-regulated and 5 down-regulated) in each tissue were randomly selected with logFC>2 (Table S1). 

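The 30 selected genes are paired with Ensembl identifiers in Table S1. Log2 fold changes from the RNA-seq counts were computed without the count filter, so that every selected gene had a value. The lists of the 3 depots hold 30 entries, as FASN is listed for I and again for S. All 30 entries changed in the stated direction in both comparisons of their depot. The absolute log2 fold change was above 2 in both comparisons for 27 of the entries, namely 9 in I, 10 in O and 8 in S. Of the other entries, FASN as an S gene differed by a log2 fold change of -0.76 between O and S (standard error 0.33, edgeR adjusted p = 0.183), which was lower in O in 6 of 9 animals.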

Correlation was calculated to compare the expression levels between RNAseq and qRT-PCR [27]. 

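Across the 10 genes of each depot, the log2 fold changes from the counts were set against the qRT-PCR values that the paper reports in Table S3, as means over both comparisons and both reference genes. Pearson's r was 0.860 in I (permutation test, p = 0.00334), 0.961 in O (p = 6.0e-05) and 0.949 in S (p = 0.00026), all two-sided with 100000 resamples. Adjusted over the 3 depots with the Benjamini-Hochberg method, p was 0.00334, 0.00018 and 0.00039. Spearman's rho was 0.721 (p = 0.0236), 0.903 (p = 0.00098) and 0.879 (p = 0.00186). Without the 2 genes farthest from the median, r was 0.929, 0.973 and 0.929 (exact permutation test, p = 0.0124, 0.00263 and 0.00258, n = 8), and Spearman's rho was 0.595, 0.833 and 0.833 (exact permutation test, p = 0.132, 0.0154 and 0.0154). These are correlations across genes, which are not independent replicates. The genes had been selected as 5 up-regulated and 5 down-regulated, so they formed separate groups with a gap between them. Within the 5 up-regulated genes, r was 0.161 in I, 0.736 in O and 0.870 in S, and within the 5 down-regulated genes -0.601, 0.915 and 0.317. None of these passed p = 0.05 in an exact permutation test (p from 0.0667 to 0.767). From the correlations over 10 genes, the paper concludes that the DEGs were very reliable.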

Fold changes of DEGs between two techniques were significantly correlated in three depots (I: Pearson’s r^2^ = 0.0,85, O: Pearson’s r = 0.96, and S: Pearson’s r = 0.95) (Figure 2, Table S3, and Table S4). The results confirmed that DEGs identified in this study were very reliable.

**Figure 2:**
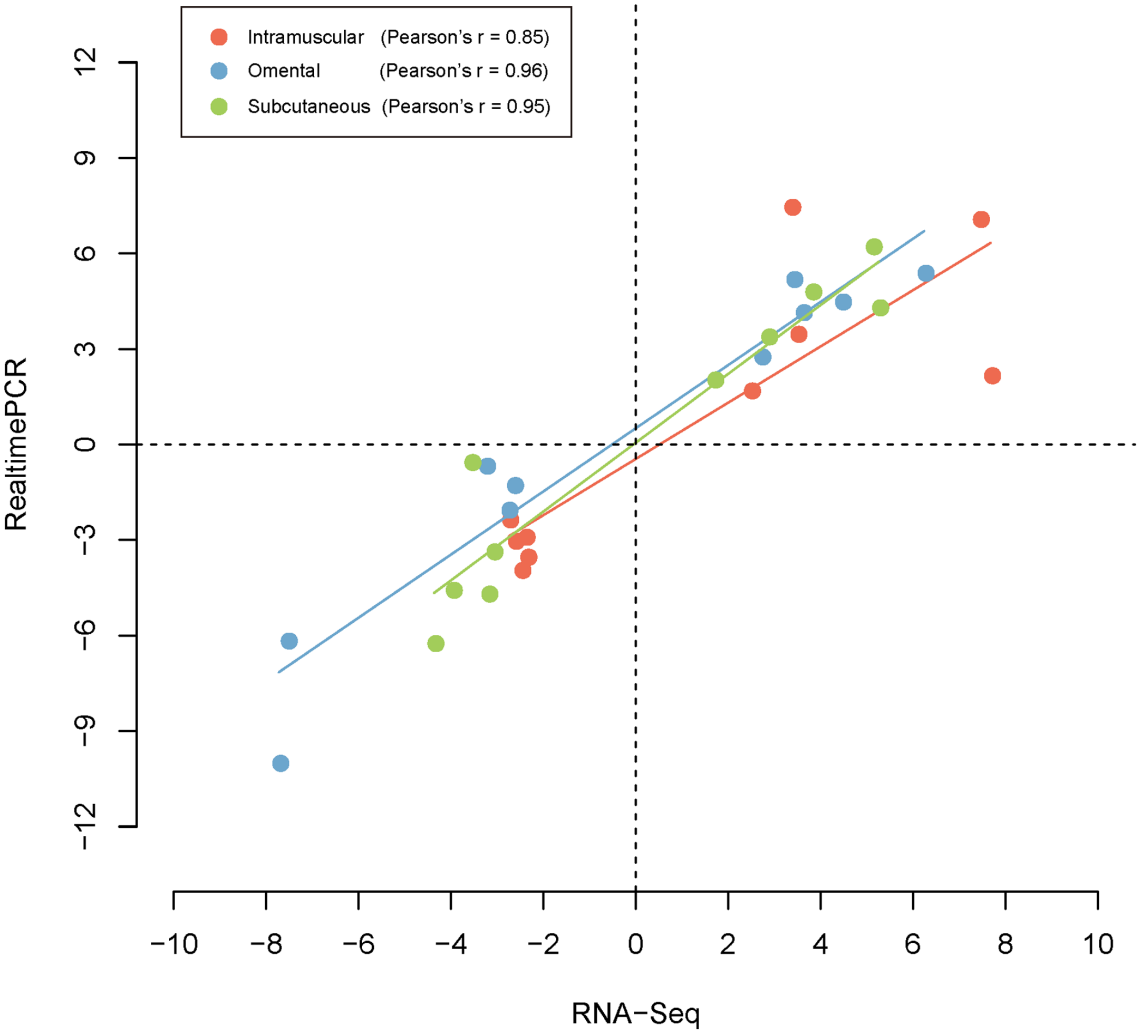
The correlation of fold changes in gene expression between the RNA seq and qRT-PCR.

### DEGs Involved in the Adipogenesis and Lipid Metabolism

Literatures have reported that many genes were involved in the adipogenesis and lipid metabolism. Among the depot-specific DEGs identified, we found 28 genes related to the mechanisms (Table 2). *CEBPG*, *DDIT3*, *KLF7*, and *EBF1* that were known to function as anti-adipogenic factor increased in intramuscular fat. 

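UCP1 (ENSBTAG00000004647) reached 1.32 ± 1.68 CPM in O (SD, n = 9), 0.296 ± 0.260 CPM in I (SD, n = 8) and 0.142 ± 0.193 CPM in S (SD, n = 9). Its counts were 0 to 36 per library in O, 0 to 4 in I and 0 to 3 in S, too few to pass the count filter. Fitted without the filter, its log2 fold change was 2.11 in O against I (standard error 0.76, edgeR adjusted p = 0.0333) and 3.17 in O against S (standard error 0.82, edgeR adjusted p = 0.0201). UCP1 was higher in O in 8 of 8 animals against I and in 8 of 9 against S, and the last animal had no count in either. In replicate 7, single counts stood on both sides. Neither comparison passed the FDR of 0.01 in this fit. With the animal as a block, the edgeR adjusted p was 0.00504 against I and 0.00172 against S, and with DESeq2 the adjusted p was 0.0216 against I and 0.00624 against S. Between I and S the log2 fold change was 1.03 (standard error 0.74, edgeR adjusted p = 0.295).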

*UCP1*, *FOXC2*, and *PPARGC1A* related to brown adipogenesis were detected in the omental and intramuscular depots. *AIPOQ*, *FABP4*, and *FAS* that were involved in the fatty acid synthesis and metabolism were identified in intramuscular fat. 

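FASN (ENSBTAG00000015980), which encodes fatty acid synthase, reached 667.9 ± 395.9 CPM in I (SD, n = 8), 2782 ± 1211 CPM in O (SD, n = 9) and 4706 ± 2400 CPM in S (SD, n = 9). In I its log2 fold change was -2.03 against O (standard error 0.34, edgeR adjusted p = 9.0e-05) and -2.78 against S (standard error 0.41, edgeR adjusted p = 2.2e-05). FASN was lower in I in all 8 animals in both comparisons. With each animal left out in turn, the log2 fold change was -1.92 or lower against O and -2.54 or lower against S. Its level in muscle was 73.3 ± 25.3 CPM (SD, n = 8).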

*FASN*, *LPL*, and *DGAT1* associated with the determinants of the deposition of intramuscular fat were down-regulated in the intramuscular depot.

**Table 2:** Identified DEGs involving in adipogenesis, signaling pathway, and lipid metabolism.

Gene	Full Name	Tissues expressed	Reference
*ADIPOQ*	adiponectin, C1Q, and collagen domain containing	I(−)	Wang et al 2009 [22]
*BMP2*	bone morphogenetic proteins 2	O(−)	Rosen and MacDougald 2006 [63]
*BMP4*	bone morphogenetic proteins 4	S(−)	Rosen and MacDougald 2006 [63]
*CDK6*	cyclin-dependent kinase 6	I(+)	Sarruf et al 2005 [64]
*CEBPG*	CCAAT/enhancer binding protein (C/EBP), gamma	I(+)	Rosen and MacDougald 2006 [63]
*DDIT3*	DNA-damage-inducible transcipt 3 (CHOP)	I(+)	Darlington at al 1998 [65]
*DGAT1*	diacylglycerol acyltransferase	I(−)	Jeong et al 2012 [54]
*EBF1*	early B-cell factor 1	O(−)	Akerblad et al 2002 [66]
*EGR2*	early growth response 2	I(+), S(−)	Chen et al 2005 [67]
*FABP4*	fatty acid binding protein4	I(−)	Michal et al 2006 [68]
*FAS*	Fas (TNF receptor superfamily, member 6)	I(+)	Wang et al 2009 [22]
*FASN*	fatty acid synthase	I(−), S(+)	Jeong et al 2012 [54]
*FGF1*	fibroblast growth factor 1	O(+)	Hutley et al 2004 [69]
*FGF2*	fibroblast growth factor 2	S(−)	Kawaguchi et al 1997 [70]
*FOXC2*	forkhead box C2	I(+)	Rosen and MacDougald 2006 [63]
*GATA2*	GATA binding protein 2	I(+)	Tong et al 2000 [71]
*KLF5*	Kruppel-like factor 5	S(−), I(+)	Oishi et al 2005 [72]
*KLF6*	Kruppel-like factor 6	I(+), O(−)	Li et al 2005 [73]
*KLF7*	Kruppel-like factor 7	I(+)	Kanazawa et al 2005 [74]
*LPL*	lipoprotein lipase	O(+), I(−)	Jeong et al 2012 [54]
*PPARG*	peroxisome profiliferator-activated receptor, gamma	I(−)	Rosen and MacDougald 2006 [63]
*PPARGC1A*	peroxisome proliferator activated receptor gamma, coactivator 1 alpha	O(−)	Scime et al 2005 [75]
*THRSP*	thyroid hormone responsive	O(+), I(−)	Wang et al 2009 [22]
*UCP1*	uncoupling protein 1	O(+)	Rosen and MacDougald 2006 [63]
*UQCRC1*	ubiquinol-cytochrome c reductase core protein 1	I(−)	Kunej et al 2007 [76]
*WNT10B*	wingless-type MMTV integration site family, member 10B	O(−)	Longo et al 2004 [77]
*WNT5b*	wingless-type MMTV integration site 5B	S(−)	Kanazawa et al 2005 [78]
*WNT6*	wingless-type MMTV integration site 6	I(+)	Tseng et al 2005 [79]

(+) : up-regulated.

(−) : down-regulated.

### Gene Ontology and Functional Annotation of DEGs

Biological process gene ontology of DEGs from the pairwise comparison was summarized in Table S5. In intramuscular fat, developmental process was the most significantly enriched term compared to other two tissues (OI: p.value = 1.51e-47 and IS: p.value = 2.30e-49). Also developmental process was significantly enriched in the both omental (p.value = 9.47e-16) and subcutaneous fat (6.23e-12) when they were compared each other. Gene ontology (GO) analysis was also performed with the depot specific DEGs. Biological process GO terms of each adipose tissue were summarized in Figure 3a. Most significantly enriched 3 GO terms of DEGs up-regulated in the intramuscular fat were developmental process (p.value = 2.30e-40), multicellular organismal process (p.value = 1.40e-28), and biological regulation (p.value = 1.40e-10). Immune system process (p.value = 2.90e-11) and developmental process (p.value = 6.20e-05) were the most significantly enriched GO terms of DEGs up-regulated genes in the omental and subcutaneous fat respectively For the DEGs down-regulated in each depot, developmental process (S: p.value = 1.80e-17, O: p.value = 5.80e-12) and multicellular organismal process (S: p.value = 1.80e-14 O: p.value = 6.90e-11) were the most significantly enriched in both subcutaneous and omental fat. In the intramuscular fat, immune system process (p.value = 1.40e-12) was the most significant GO terms of biological process. When intramuscular fat was compared with the combined omental and subcutaneous fat, developmental process (p.value = 1.28e-42) and immune system process (p.value = 2.33e-18) were most significantly enriched in intramuscular and the combined respectively (Figure 3b). GO analysis of cellular components and molecular function were summarized in Table S6. Overall cellular component GO terms of depot-specific DEGs were related to the extracellular region and cell part, and molecular function GO terms were involved in the various molecule activity.

**Figure 3:**
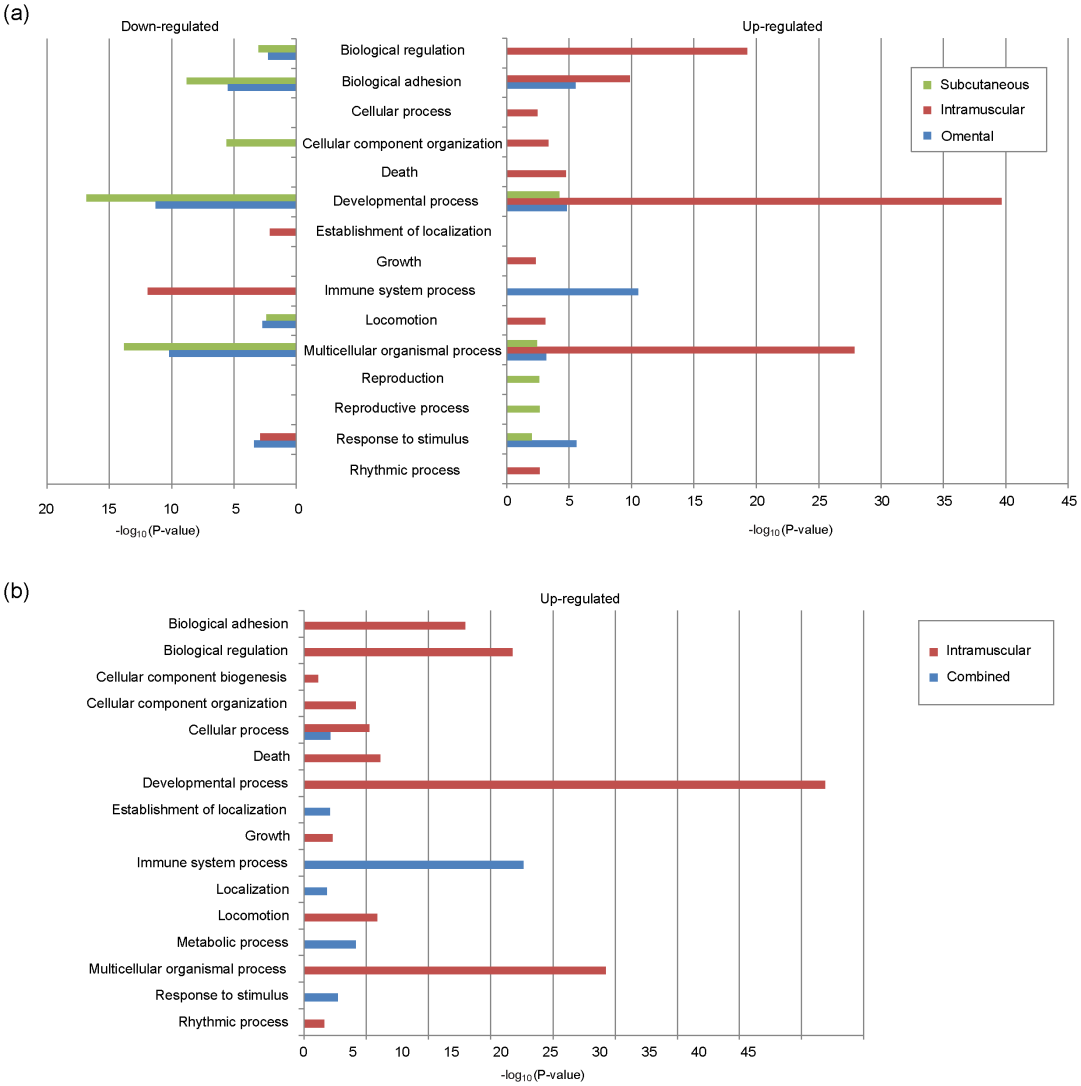
Biological process GO terms analysis of depot specifically regulated DEGs (a) and DEGs identified from the comparison between I and C (b).

### KEGG Pathway Analysis of Depot Specific DEGs

KEGG pathway analysis of DEG resulted from the pairwise comparison showed that DEGs were largely clustered into 6 representative terms (higher level of the pathways) including metabolism, cellular processes, environmental information processing, human diseases, organismal system, and genetic information processing (Figure 4, and Table S7). Many DEGs in intramuscular fat were highly enriched in the pathways of environmental information processing. When the omental fat was compared to intramuscular fat (OI), the top significant pathways were valine, leucine and isoleucine degradation (p. value = 3.39E-11), PPAR signaling pathway (p.value = 8.91E-10), lysosome (p.value = 2.59E-09) and fatty acid metabolism (p.value = 7.38E-09) (Table S7 (a)). When the subcutaneous fat was compared to intramuscular fat (SI), similar pathways were observed with less significant p-value (Table S7 (b)). The most significant pathway in both comparisons is valine, leucin and isoleucine degradation which is an amino acid metabolism. KEGG pathways enriched in the intramuscular fat showed the similar pattern of the pathways when it was compared to omental and subcutaneous fats (Table S7 (c) and (d)). Ribosome (p.value = 1.15E-20), hypertrophic cardiomyopathy (p.value = 2.94E-15), dilated cardiomyopathy (p.value = 2.73E-14), and focal adhesion (p.value = 2.22E-10) were top significant pathways compared to other adipose with the little difference of p.vaules. PPAR signaling pathway (p.value = 2.84E-07) and ECM-receptor interaction (p.value = 4.65E-07) are the most enriched pathways in omental fat and subcutaneous fat respectively when they were compared each other (Table S7, (e) and (f)). When intramuscular fat (I) was compared to the combined omental and subcutaneous fats (C), same KEGG pathways were enriched in the intramuscular fat and in the combined fats as the intramuscular fat was compared to other fats separately (Table S7, (g) and (h)). 

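Of the genes listed in Table S8 for leukocyte transendothelial migration in O, MMP9 and ITGAM are paired with identifiers in Table S1. MMP9 (ENSBTAG00000020676) reached 62.9 ± 60.5 CPM in O (SD, n = 9), 7.18 ± 7.42 CPM in S (SD, n = 9) and 4.46 ± 5.86 CPM in I (SD, n = 8). Its log2 fold change was 3.76 in O against I (standard error 0.72, edgeR adjusted p = 0.00030) and 3.13 in O against S (standard error 0.69, edgeR adjusted p = 0.00658), higher in O in 8 of 8 and 7 of 9 animals. The MMP9 call in O against S was lost with the animal as a block (edgeR adjusted p = 0.0100, just above the threshold), with the sex of the labels as a covariate (edgeR adjusted p = 0.0186), and in 6 of the 9 fits without 1 animal (edgeR adjusted p up to 0.0341). It was kept with the likelihood ratio test (edgeR adjusted p = 0.00047) and with DESeq2 (adjusted p = 0.00077). The lowest edgeR adjusted p of MMP9 over the alternatives, 7.4e-79, came from a dispersion setting with the block that was chosen after the values were seen. ITGAM (ENSBTAG00000047238) had a log2 fold change of 1.19 in O against S (standard error 0.29, edgeR adjusted p = 0.0138) and was higher in O in 8 of 9 animals. The ITGAM value did not pass the FDR of 0.01 in this fit, but did with the animal as a block (edgeR adjusted p = 0.00378). Over the alternatives, the adjusted p of ITGAM from edgeR or DESeq2 ran from 8.2e-18 to 0.0488. The lowest value came from the same dispersion setting, chosen after the values were seen.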

KEGG pathway analysis of depot specific DEG identified 4 significantly enriched pathways of up-regulated genes in omental fat, 16 pathways in intramuscular fat, and 2 in subcutaneous fat tissue (p<0.01) (Table S8). In omental fat, DEGs related to lipid metabolisms were highly up-regulated, while those related to signaling modules and interactions were down-regulated. In intramuscular fat, DEGs involved in the human cardiac muscle disease such as cardiomyopathy (HCM, ARVC, and DCM), cancer, and Type II diabetes mellitus were most significantly up-regulated but those related to the lipid metabolism and immune response were down regulated. 

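TPM2 (ENSBTAG00000011424), a tropomyosin gene listed for hypertrophic and dilated cardiomyopathy in Table S8, reached 1472 ± 392 CPM in I (SD, n = 8), 162 ± 41.0 CPM in O (SD, n = 9) and 152 ± 70.3 CPM in S (SD, n = 9). In I its log2 fold change was 3.21 against O (standard error 0.20, edgeR adjusted p = 4.4e-10) and 3.30 against S (standard error 0.28, edgeR adjusted p = 3.4e-08), in the same direction in all 8 animals. In the muscle libraries TPM2 reached 33381 ± 10200.3 CPM (SD, n = 8). The level above that of the other fats in I was 3.96% of the level in muscle, against a median of 1.38% over 173 genes at least 100-fold higher in muscle than in O and S.
Of the down-regulated genes, ITGAM is listed for hematopoietic cell lineage in Table S8. It reached 12.4 ± 5.15 CPM in I (SD, n = 8), 121.9 ± 60.9 CPM in O (SD, n = 9) and 53.3 ± 17.0 CPM in S (SD, n = 9). In I the log2 fold change of ITGAM was -3.28 against O (standard error 0.34, edgeR adjusted p = 2.6e-07) and -2.07 against S (standard error 0.26, edgeR adjusted p = 3.9e-06). The macrophage gene CD163 (ENSBTAG00000019669) was also lower in I, with log2 fold changes of -2.46 against O (standard error 0.25, edgeR adjusted p = 2.6e-07) and -2.31 against S (standard error 0.31, edgeR adjusted p = 9.1e-06). Both ITGAM and CD163 were lower in I in all 8 animals.

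**Figure D2:**
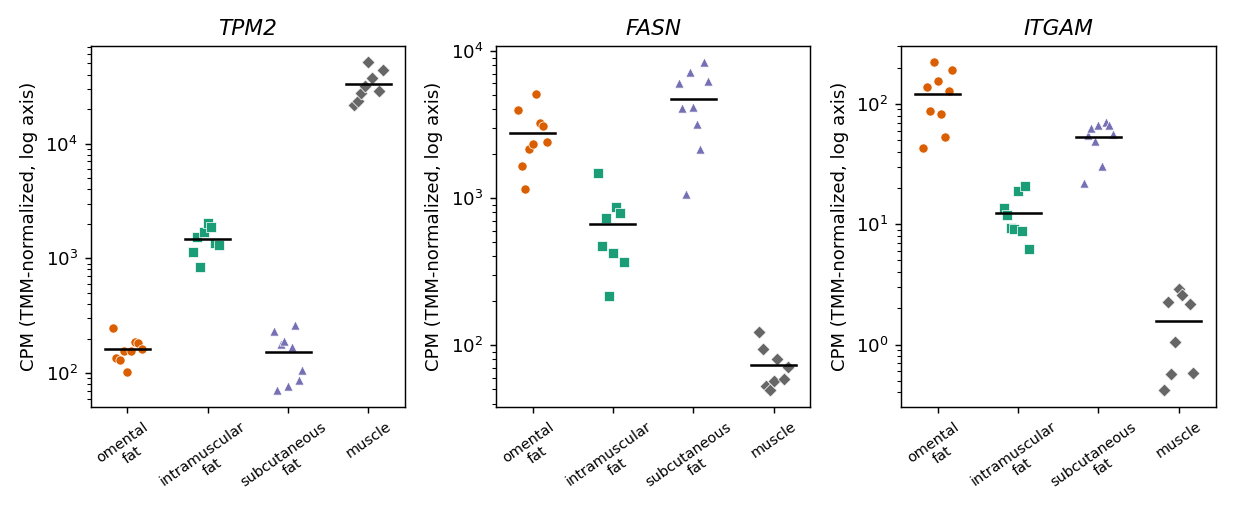
CPM of TPM2, FASN and ITGAM in every library of the 3 fat depots and of muscle, 1 point per library on a log axis, with a bar at the mean of each tissue. TPM2 was higher in every I library (838.9 to 2023 CPM) than in any O or S library (70.7 to 262.2 CPM), and ITGAM was lower in every I library than in any S library.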

In subcutaneous fat, genes in the pathways of host defense were up-regulated and those involved in the disease and cancer were down –regulated.

**Figure 4:**
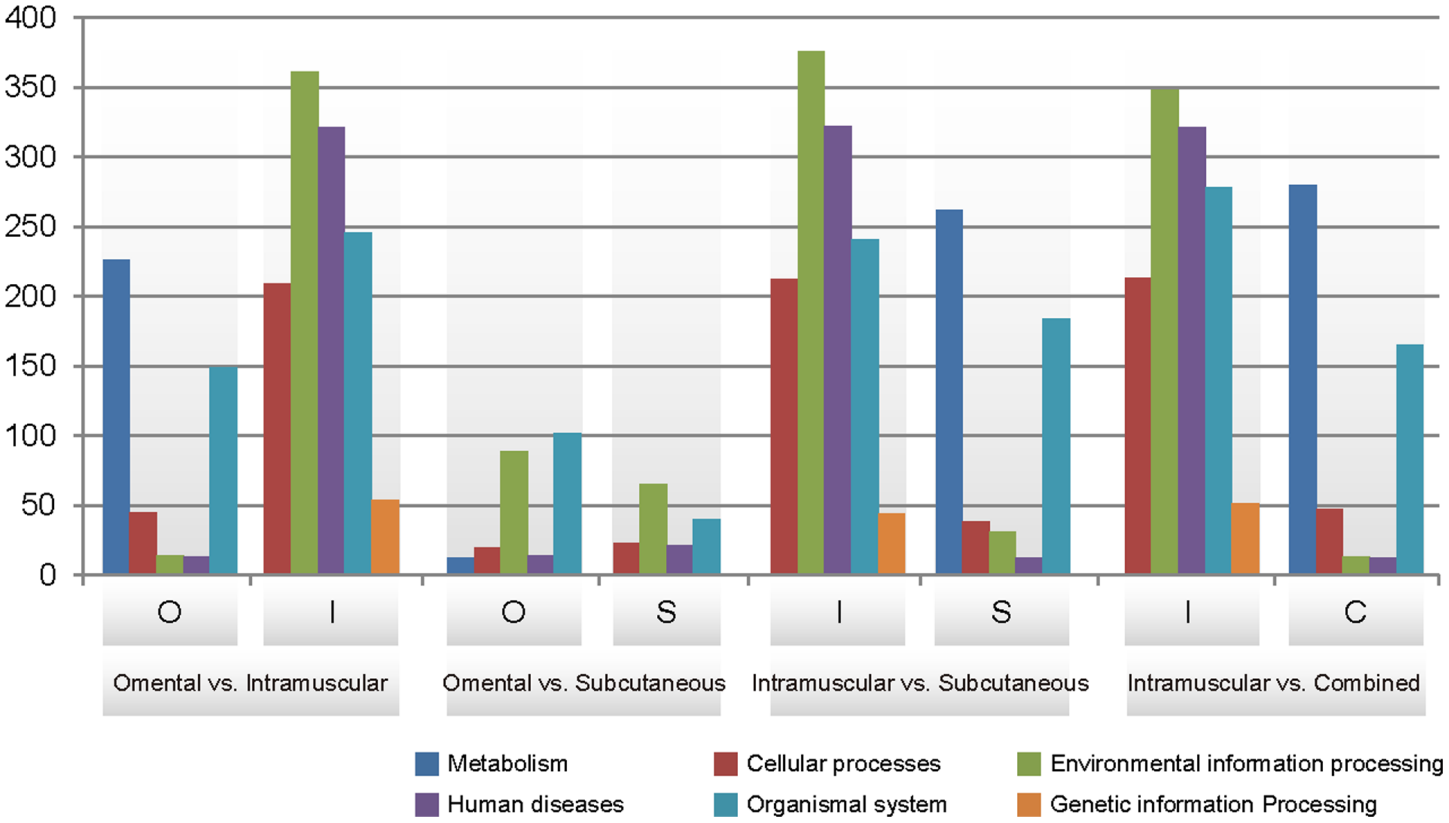
Representative KEGG pathways of DEGs resulted from the pairwise comparison among different adipose depots. Y-axis shows the number of gene counts.

### Developmental Process and ECM-receptor Interaction

Significant numbers of DEGs from the adipose tissues were enriched in various GO terms of the developmental process and their KEGG pathway analysis showed that several pathways including, axon guidance, pathways in cancer, and ECM-receptor interaction were common in all three fat tissues (Table 3). Among those pathways, interestingly, the ECM-receptor interaction also involved in other enriched pathways such as pathways in cancer, dilated cardiomyopathy, hypertrophic cardiomyopathy, and Arrhythmogenic right ventricular cardiomyopathy, which were the most significant in intramuscular fat. Although ECM-receptor interaction was common pathway in the three adipose tissues, genes involved in the pathways were differentially regulated (Figure 5). Among genes in ECM-receptor interaction, 9, 4, and 18 genes were significantly up-regulated in subcutaneous, omental and intramuscular fat respectively (Figure 5). Collagen genes (*COL1A1*, *COL1A2*, *COL3A1*, *COL5A2*, and *COL6A3*) were significantly up-regulated in subcutaneous fat and integrins (*ITGA1*, *2*, *7*, *8*, *11*, *V*, and *ITGB1*) were significantly up-regulated in intramuscular fat, with some of other collagens (*COL2A1*, *COL11A1*, and *COL11A2*). Different laminins were up-regulated in the different depots, *LAMA2* in subcutaneous, *LAMB1* in omental, and *LAMB3* in intramuscular fat.

**Figure 5:**
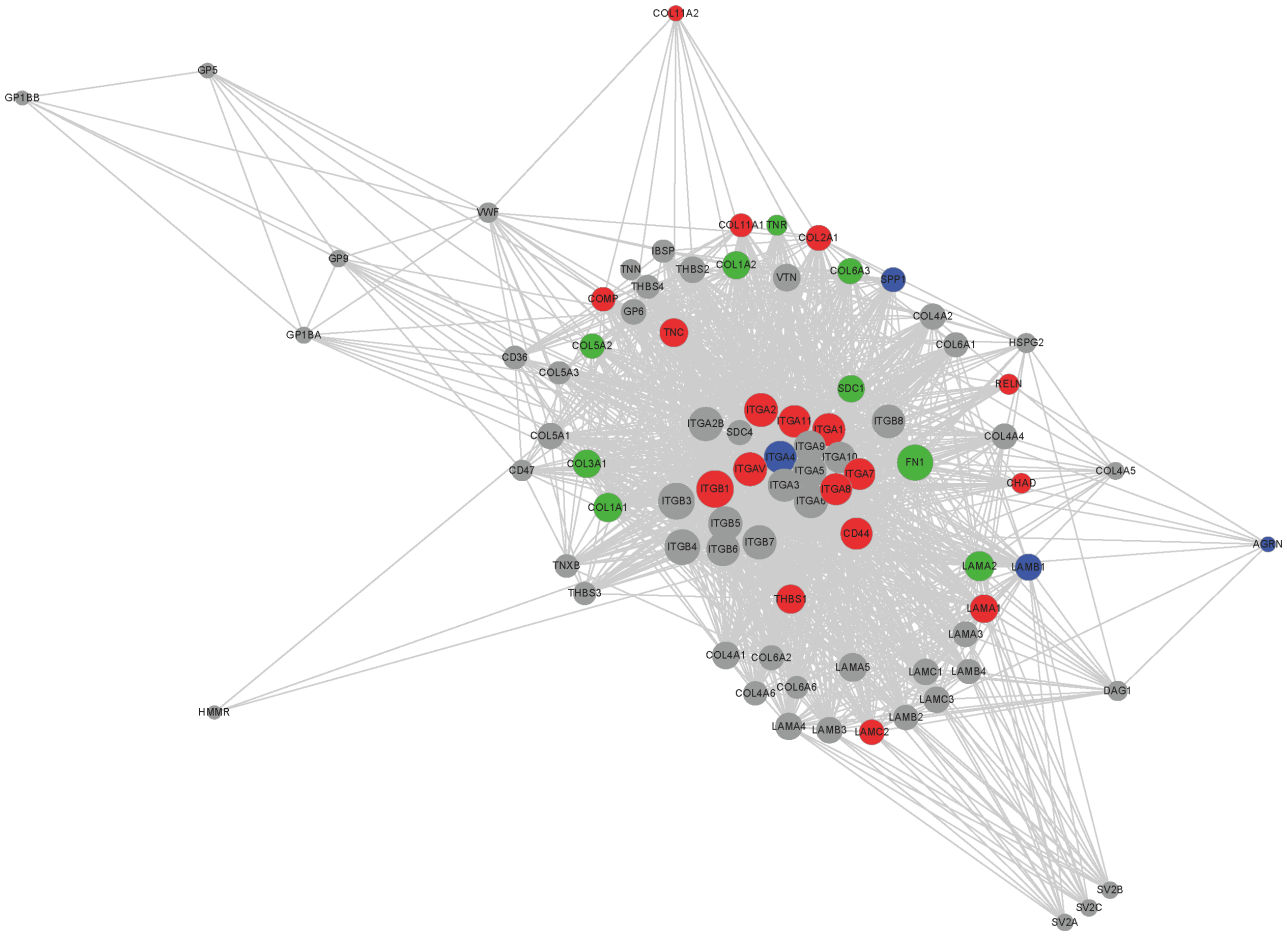
Visualization of molecular network in the KEGG pathway of ECM-receptor interaction using cytoscape. Grey circles represent genes involved in the pathway and the color of the circle represent genes highly expressed in each depot (red:intramuscular, blue: omental, green: subcutaneous).

**Table 3:** KEGG pathways of DEGs involved in developmental process.

Depot	KEGG ID	Terms	P-value
Omental	hsa04360	Axon guidance	3.25E-06
	hsa05200	Pathways in cancer	3.81E-04
	hsa05217	Basal cell carcinoma	8.91E-04
	hsa05340	Primary immunodeficiency	2.95E-03
	hsa04514	Cell adhesion molecules (CAMs)	4.37E-03
	hsa04512	ECM-receptor interaction	9.97E-03
subcutaneous	hsa04510	Focal adhesion	1.97E-05
	hsa04512	ECM-receptor interaction	2.39E-05
	hsa05200	Pathways in cancer	3.60E-04
	hsa04360	Axon guidance	6.61E-04
intramuscular	hsa05410	Hypertrophic cardiomyopathy (HCM)	1.24E-13
	hsa05414	Dilated cardiomyopathy	7.07E-12
	hsa05200	Pathways in cancer	1.19E-11
	hsa04510	Focal adhesion	5.76E-10
	hsa04512	ECM-receptor interaction	5.21E-07
	hsa04350	TGF-beta signaling pathway	8.81E-07
	hsa04360	Axon guidance	1.64E-05
	hsa05219	Bladder cancer	2.79E-05
	hsa05412	Arrhythmogenic right ventricular cardiomyopathy (ARVC)	7.71E-05
	hsa04010	MAPK signaling pathway	2.84E-04
	hsa04810	Regulation of actin cytoskeleton	3.64E-04
	hsa04630	Jak-STAT signaling pathway	6.07E-04
	hsa04060	Cytokine-cytokine receptor interaction	1.14E-03
	hsa04270	Vascular smooth muscle contraction	1.19E-03
	hsa04310	Wnt signaling pathway	1.22E-03
	hsa04115	p53 signaling pathway	1.76E-03
	hsa05222	Small cell lung cancer	2.73E-03
	hsa04340	Hedgehog signaling pathway	5.99E-03
	hsa04020	Calcium signaling pathway	6.18E-03
	hsa05210	Colorectal cancer	8.31E-03

## Discussion

The amount and distribution of fat are known to be important factors to influence the meat quality in the beef industry. Especially, intramuscular fat (marbling) plays important roles in eating quality and composition of meat compared to other fats [1], [2]. Some literatures reported that intramuscular fat is different from other fats in three respects: adipocyte size, metabolic activities, and developmental timing [29]–[31]. Intramuscular adipose tissue is a later developing tissue and behaves different from other adipose tissues in development of cellularity and metabolic capacity [31]. Intramuscular adipocytes are smaller than non-muscular adipocytes in cattle and pigs [29], [32]. Metabolic activities including lipogenesis and lipolysis in intramuscular adipocytes were lower than other adipocytes by proteomic analysis, gene expression and/or enzyme activity [29], [30]. Genetic mechanisms in intramuscular fat might be different from those in other fat depots. However little has been known about the genetic and functional difference of the intramuscular fat compared to others. In order to investigate the genetic profiles of fat tissues based on depots and understand the difference of the genetic mechanisms, we performed the transcriptome analysis from 3 different adipose tissues of omental, subcutaneous, and intramuscular fat using Illumina HiSeq 2000.

### Sequencing Quality and Coverage

We obtained RNA-seq transcriptome data from omental, subcutaneous and intramuscular fats of nine cattle. The transcriptome data generated from the NGS provided very reliable sequences reads because over 99% of the sequence reads passed the QC control and the mapping rate of the sequence reads to bovine genome was very high. Our data also showed that the sequencing depth is deep enough for this study. We obtained more than 30 M reads from most of samples. Although it might not be meaningful to mention the sequencing coverage of transcriptome, we would like to have an idea how well the depth of the sequence could cover the adipose transcriptome. There are several studies showing that about 30 M reads is sufficient to detect >90% of annotated genes in yeast, chicken, and cattle [33]–[35], which suggested that our data had enough coverage, even though the tissues used for the study were different.

### Different Genetic Profile in Intramuscular Fat

Identification of DEGs among the fat tissues from the 3 different adipose depots supported that the intramuscular fat had more different genetic profiles than both the omental and subcutaneous fats did. The numbers of DEG showed two times higher when the intramuscular fat was compared to other adipose tissues than when omental fat and subcutaneous fat were compared each other (Table 1). When the intramuscular fat was compared with the combined omental and subcutaneous fat, similar numbers of DEG were identified. This also confirmed that omental and subcutaneous fat shared many adipogenetic genes and pathways compared to that in intramuscular depot. The functional annotation analysis also presented the similar GO biological process terms and KEGG pathways in the omental and subcutaneous fats, but not in intramuscular fat (Table S5, Table S7, Table S8, Figure 3 and Figure 4), where DEGs in pathways of lipid metabolisms such as PPAR signaling pathways and fatty acid metabolism, and of the immune response systems were significantly down regulated.

### Lower Metabolic Activities of Intramuscular Fat

One of the significantly enriched pathways of up-regulated genes in the omental fat was PPAR signaling pathway. Recent studies proved that PPARs functions as a key regulator of adipocyte differentiation, accumulation and phenotypes [36]. Genes enriched in the pathway are involved in lipid metabolisms including fatty acid transport (*LPL*, *ACSL1*, and *OLR1*), fatty acid oxidation (*EHHADH*, *CPT1B*, *ACADL*, and *ACADM*), adaptive thermogenesis (*UCP1*), and gluconeogenesis (*PCK1*) [37]–[50]. Most of them were also involved in the fatty acid metabolism pathway. PPARs (peroxisome proliferators-activated receptors) are known to play a key role in the metabolic pathways involving fatty acid oxidation and lipid metabolism [51]. We found 28 genes known to be involved in the adipogenesis and lipid metabolism in the previous studies (Table 2). Based on the expression patterns, many of them were significantly down-regulated in the intramuscular fat compared to other tissues. *PPARG*, a master regulator of adipogenesis, was down-regulated and other anti-adipogenic genes (*CEBPG*, *DDIT3*, *GATA2*, and *KLF7*) were up-regulated in intramuscular. Our results in part supported that intramuscular adipocytes had the low metabolic activities related to lipid metabolism based on transcriptome analysis with more various range of metabolic pathways and genes. Some genes involved in intramuscular deposition (*FASN*, *FABP4*, *LPL*, *THRSP*, and *DGAT1*) were also down-regulated in intramuscular fat. They were highly expressed in the early growth of cattle with high starch feeding and showed significant positive correlation with intramuscular fat content [52]–[54]. It seems that the expression results of those genes in this study were different from the previous. However it is difficult to simply compare those results because our study doesn’t have information of intramuscular fat deposition. Further study might need to clear out if the difference of gene expression was caused by the age difference because animals used in this study are over 30 month old or if the expression of the genes in intramuscular fat was relatively lower because our analysis was based on the direct comparisons between different fat tissues. In addition, it might be more efficient to identify the functional effect of intramuscular fat deposition on meat quality with different tissue sampling of intramuscular fats which was grouped based on the meat quality indices such as intramuscular fat contents and water contents.

### Pathways of Interested in each Adipose Depot

There were depot specifically enriched pathways in each adipose depot (Table S8). In omental fat, several members of CLDN family were differentially expressed in the pathways of leukocyte transendotheilial migration (*CLDN1*, *3*, and *15*), and cell adhesion molecules (*CLDN5*, and *10*). The claudin (CLDN) family plays a major role in tight junction-specific obliteration of the intercellular space through calcium-independent dell-adhesion activity. *CLDN6* is known to be an important regulator in adipogenesis and fat deposition but is not detected in this study [55]. Genetic manipulation of *CLDN1* expression induced changes in cellular phenotype [56]. This family might affect the depot-specific morphology of adipocytes by regulating tight junctions between cells. DEGs down-regulated in the subcutaneous fat were significantly enriched in pathway of melanogenesis. A recent study demonstrated that melanic biosynthesis pathway was functional in adipose tissues, and melanin and other proteins in the melanogenic pathway of adipocytes were expressed in higher level in the obese [57]. WNT signaling in the melanogenesis pathway is an important regulator for adipogenesis or insulin secretion. Expression of *WNT5B* gene was increased at an early phase of adipocyte differentiation in mouse and involved in the pathogenesis of the type 2 diabetes through the regulation of adipocyte function [58]. It was interesting that the cardiovascular disease related pathways (dilated cardiomyopathy, hypertrophic cardiomyopathy, and Arrhythmogenic right ventricular cardiomyopathy) were most significantly enriched in the intramuscular fat. There is no direct evidence showing that fat deposition in skeletal muscle caused the cardiac muscle diseases. However, excess body weight caused by chronic-over nutrition and high-fat feeding was associated with metabolic and/or diabetic cardiomyopathy in human [59].

### ECM-receptor Interaction and Differentially Regulated Genes Based on Adipose Depot

Based on the functional annotation analysis of DEGs from different adipose tissue, we identified the ECM-receptor interaction pathway was involved in the various pathways of the three adipose tissues. The extracellular matrix (ECM) is essential for tissue architecture and has an important role in adipogenesis [60]. However it has not received sufficient attention in adipose tissue because of the difficulties associated with analysis of ECM components. ECM consists of a complex mixture of structural and functional macromolecules including glycosaminoglycans (GAGs) and fibrous proteins (collagen, elastin, fibronection, and lammin) [60]. The main constituents of ECM in adipose tissue are collagen (type I, IV, and VI), laminin (LN1,8), fibronectin (FN), hyaluronan, and proteoglycan [61]. Specific interactions between cells and the ECM are mediated by transmembrane molecules such as integrins. In this study, different members of ECM fibrous proteins and integrins were up-regulated in the different adipose tissues. Collagens and integrins were significantly enriched in subcutaneous and intramuscular fat respectively. It seems that the interactions between ECM components and integrins were differentially regulated based on the adipose depots. Several studies reported that members of integrins showed the expression change associated with adipocyte differentiation [62]. Other genes involved in the ECM–receptor interaction were also showed that they were differentially regulated depending on the adipose depots. This comparative transcriptome analysis of 3 adipose tissues showed that the interaction between ECM components and transmembrane receptors of fat cells might influence the depot specific adipogenesis.

## Supporting Information

Figure S1 **Data quality control using FastQC.**
(DOCX) Click here for additional data file.

Table S1 The primer sequence of DEG used for qRT-PCR analysis.
(DOCX) Click here for additional data file.

Table S2 **RNA-seq reads and mapping rate of different adipose depots from nine Hanwoo individuals.**
(DOCX) Click here for additional data file.

Table S3 **Quantitative RT-PCR validation of DEGs in each adipose tissue.**
(DOCX) Click here for additional data file.

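Table S3 gives log2 fold changes of 10 genes for each depot against each other depot, from RNA-seq and from qRT-PCR. The qRT-PCR values are given with ACTB and with GAPDH as the reference gene, computed from threshold cycles. For every gene of one comparison, the value with ACTB minus the value with GAPDH was the same constant, to within 3e-09. On the log2 scale this constant was 0.12 in I against O, -0.25 in I against S and -0.37 in O against S. The same quantity from the RNA-seq counts, the log2 fold change of GAPDH minus that of ACTB, was 0.21, -0.13 and -0.34. A constant shift moves no correlation within one comparison, so both reference genes gave the same r.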

Table S4 **Statistical analysis of the correlation between RNAseq and qRT-PCR.**
(DOCX) Click here for additional data file.

Table S5 **Biological process GO terms of DEGs resulted from pairwise comparison among three different adipose depots.**
(DOCX) Click here for additional data file.

Table S6 **GO terms of cellular components and molecular function of depot specific DEGs.**
(DOCX) Click here for additional data file.

Table S7 **KEGG pathways of DEGs resulted from the pairwise comparison among three different adipose depots.**
(DOCX) Click here for additional data file.

Table S8 **Summary of the enriched KEGG pathway results based on the depot specific DEGs.**
(DOCX) Click here for additional data file.

File S1 **DEG lists based on the comparison between adipose depots.**
(XLSX) Click here for additional data file.

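File S1 gives a log fold change, a test statistic and an FDR per DEG of each comparison. The copy read here was partial and held 1999 of 5797 rows for OI, 1999 of 2156 for OS and 1877 of 5454 for IS, so it was not used to count shared DEGs. Computed without the count filter, log2 fold changes could be set beside all of these rows. The direction was the same for 1999, 1999 and 1877 of them, and the log2 fold changes correlated across genes with r = 0.998, 0.998 and 0.997. The median absolute difference was 0.08 in OI, 0.04 in OS and 0.08 in IS.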

## References

[1] BrooksMA, ChoiCW, LuntDK, KawachiH, SmithSB (2011) Subcutaneous and intramuscular adipose tissue stearoyl-coenzyme A desaturase gene expression and fatty acid composition in calf- and yearling-fed Angus steers. J Anim Sci 89: 2556–2570.2145486910.2527/jas.2010-3369

[2] DodsonMV, JiangZ, ChenJ, HausmanGJ, Guan leL, et al (2010) Allied industry approaches to alter intramuscular fat content and composition in beef animals. J Food Sci 75: R1–8.2049219010.1111/j.1750-3841.2009.01396.x

[3] ArnerP (1997) Regional adipocity in man. J Endocrinol 155: 191–192.941504410.1677/joe.0.1550191

[4] KirklandJL, CumminsP, SteppanC, DobsonDE, CladarasMH (1997) Decreasing preadipocyte differentiation capacity with aging is associated with blunted expression of the transcription factor, CCAAT enhancer binding protein a. Obes Res 5: 22S.

[5] KirklandJL, DaxEM (1984) Adipocyte hormone responsiveness and aging in the rat: problems in the interpretation of aging research. J Am Geriatr Soc 32: 219–228.632158410.1111/j.1532-5415.1984.tb02006.x

[6] BillonN, MonteiroMC, DaniC (2008) Developmental origin of adipocytes: new insights into a pending question. Biol Cell 100: 563–575.1879311910.1042/BC20080011

[7] JoeAW, YiL, EvenY, VoglAW, RossiFM (2009) Depot-specific differences in adipogenic progenitor abundance and proliferative response to high-fat diet. Stem Cells 27: 2563–2570.1965819310.1002/stem.190

[8] ToyodaM, MatsubaraY, LinK, SugimachiK, FurueM (2009) Characterization and comparison of adipose tissue-derived cells from human subcutaneous and omental adipose tissues. Cell Biochem Funct 27: 440–447.1969108410.1002/cbf.1591

[9] CasertaF, TchkoniaT, CivelekVN, PrentkiM, BrownNF, et al (2001) Fat depot origin affects fatty acid handling in cultured rat and human preadipocytes. Am J Physiol Endocrinol Metab 280: E238–247.1115892610.1152/ajpendo.2001.280.2.E238

[10] EdensNK, FriedSK, KralJG, HirschJ, LeibelRL (1993) In vitro lipid synthesis in human adipose tissue from three abdominal sites. Am J Physiol 265: E374–379.821404610.1152/ajpendo.1993.265.3.E374

[11] FriedSK, RussellCD, GrausoNL, BrolinRE (1993) Lipoprotein lipase regulation by insulin and glucocorticoid in subcutaneous and omental adipose tissues of obese women and men. J Clin Invest 92: 2191–2198.822733410.1172/JCI116821PMC288398

[12] HartmanAD (1985) Adipocyte fatty acid mobilization in vivo: effects of age and anatomical location. Lipids 20: 255–261.401048210.1007/BF02534256

[13] HubeF, LietzU, IgelM, JensenPB, TornqvistH, et al (1996) Difference in leptin mRNA levels between omental and subcutaneous abdominal adipose tissue from obese humans. Horm Metab Res 28: 690–693.901374310.1055/s-2007-979879

[14] AdamsM, ReginatoMJ, ShaoD, LazarMA, ChatterjeeVK (1997) Transcriptional activation by peroxisome proliferator-activated receptor gamma is inhibited by phosphorylation at a consensus mitogen-activated protein kinase site. J Biol Chem 272: 5128–5132.903057910.1074/jbc.272.8.5128

[15] DjianP, RoncariAK, HollenbergCH (1983) Influence of anatomic site and age on the replication and differentiation of rat adipocyte precursors in culture. J Clin Invest 72: 1200–1208.663050810.1172/JCI111075PMC370403

[16] HaunerH, EntenmannG (1991) Regional variation of adipose differentiation in cultured stromal-vascular cells from the abdominal and femoral adipose tissue of obese women. Int J Obes 15: 121–126.2040549

[17] KirklandJL, HollenbergCH, GillonWS (1996) Effects of fat depot site on differentiation-dependent gene expression in rat preadipocytes. Int J Obes Relat Metab Disord 20 Suppl 3S102–107.8680469

[18] NieslerCU, SiddleK, PrinsJB (1998) Human preadipocytes display a depot-specific susceptibility to apoptosis. Diabetes 47: 1365–1368.970334310.2337/diab.47.8.1365

[19] HocquetteJF, GondretF, BaezaE, MedaleF, JurieC, et al (2010) Intramuscular fat content in meat-producing animals: development, genetic and nutritional control, and identification of putative markers. Animal 4: 303–319.2244388510.1017/S1751731109991091

[20] BasuU, RomaoJM, GuanLL (2012) Adipogenic Transcriptome Profiling Using High Throughput Technologies Journal of Genomics. 1: 22–28.10.7150/jgen.3781PMC409143425031652

[21] JinW, OlsonEN, MooreSS, BasarabJA, BasuU, et al (2012) Transcriptome analysis of subcutaneous adipose tissues in beef cattle using 3' digital gene expression-tag profiling. J Anim Sci 90: 171–183.2185690110.2527/jas.2011-4229

[22] WangYH, BowerNI, ReverterA, TanSH, De JagerN, et al (2009) Gene expression patterns during intramuscular fat development in cattle. J Anim Sci 87: 119–130.1882016110.2527/jas.2008-1082

[23] RobinsonMD, McCarthyDJ, SmythGK (2010) edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26: 139–140.1991030810.1093/bioinformatics/btp616PMC2796818

[24] Dennis JrG, ShermanBT, HosackDA, YangJ, GaoW, et al (2003) DAVID: database for annotation, visualization, and integrated discovery. Genome Biol 4: P3.12734009PMC193660

[25] HosackDA, Dennis JrG, ShermanBT, LaneHC, LempickiRA (2003) Identifying biological themes within lists of genes with EASE. Genome Biol 4: R70.1451920510.1186/gb-2003-4-10-r70PMC328459

[26] Alterovitz G, Ramoni MF (2010) Knowledge based bioinformatics: Wiley Online Library.

[27] LivakKJ, SchmittgenTD (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2(−Delta Delta C(T)) Method. Methods 25: 402–408.1184660910.1006/meth.2001.1262

[28] RobinsonMD, SmythGK (2008) Small-sample estimation of negative binomial dispersion, with applications to SAGE data. Biostatistics 9: 321–332.1772831710.1093/biostatistics/kxm030

[29] GardanD, GondretF, LouveauI (2006) Lipid metabolism and secretory function of porcine intramuscular adipocytes compared with subcutaneous and perirenal adipocytes. Am J Physiol Endocrinol Metab 291: E372–380.1670505710.1152/ajpendo.00482.2005

[30] GondretF, GuittonN, Guillerm-RegostC, LouveauI (2008) Regional differences in porcine adipocytes isolated from skeletal muscle and adipose tissues as identified by a proteomic approach. Journal of Animal Science 86: 2115–2125.1831048710.2527/jas.2007-0750

[31] LeeYB, KauffmanRG (1974) Cellular and Enzymatic Changes with Animal Growth in Porcine Intramuscular Adipose Tissue. Journal of Animal Science 38: 532–537.481954510.2527/jas1974.383532x

[32] MillerMF, CrossHR, LuntDK, SmithSB (1991) Lipogenesis in acute and 48-hour cultures of bovine intramuscular and subcutaneous adipose tissue explants. J Anim Sci 69: 162–170.200500910.2527/1991.691162x

[33] LiRW, RinaldiM, CapucoAV (2011) Characterization of the abomasal transcriptome for mechanisms of resistance to gastrointestinal nematodes in cattle. Vet Res 42: 114.2212908110.1186/1297-9716-42-114PMC3260172

[34] NagalakshmiU, WangZ, WaernK, ShouC, RahaD, et al (2008) The transcriptional landscape of the yeast genome defined by RNA sequencing. Science 320: 1344–1349.1845126610.1126/science.1158441PMC2951732

[35] WangY, GhaffariN, JohnsonCD, Braga-NetoUM, WangH, et al (2011) Evaluation of the coverage and depth of transcriptome by RNA-Seq in chickens. BMC Bioinformatics 12 Suppl 10S5.10.1186/1471-2105-12-S10-S5PMC323684822165852

[36] CipollettaD, FeuererM, LiA, KameiN, LeeJ, et al (2012) PPAR-gamma is a major driver of the accumulation and phenotype of adipose tissue Treg cells. Nature 486: 549–553.2272285710.1038/nature11132PMC3387339

[37] BealeEG, HarveyBJ, ForestC (2007) PCK1 and PCK2 as candidate diabetes and obesity genes. Cell Biochem Biophys 48: 89–95.1770987810.1007/s12013-007-0025-6

[38] ChuiPC, GuanHP, LehrkeM, LazarMA (2005) PPARgamma regulates adipocyte cholesterol metabolism via oxidized LDL receptor 1. J Clin Invest 115: 2244–2256.1600726510.1172/JCI24130PMC1172230

[39] DharM, SepkovicDW, HiraniV, MagnussonRP, LaskerJM (2008) Omega oxidation of 3-hydroxy fatty acids by the human CYP4F gene subfamily enzyme CYP4F11. J Lipid Res 49: 612–624.1806574910.1194/jlr.M700450-JLR200

[40] DitlecadetD, ShortCE, DriedzicWR (2011) Glycerol loss to water exceeds glycerol catabolism via glycerol kinase in freeze-resistant rainbow smelt (Osmerus mordax). Am J Physiol Regul Integr Comp Physiol 300: R674–684.2117812810.1152/ajpregu.00700.2010

[41] Dube E, Gravel A, Martin C, Desparois G, Moussa I, et al.. (2012) Modulation of Fatty Acid Transport and Metabolism by Obesity in the Human Full-Term Placenta. Biol Reprod.10.1095/biolreprod.111.09809522553224

[42] FisherFM, KleinerS, DourisN, FoxEC, MepaniRJ, et al (2012) FGF21 regulates PGC-1alpha and browning of white adipose tissues in adaptive thermogenesis. Genes Dev 26: 271–281.2230293910.1101/gad.177857.111PMC3278894

[43] HelledieT, JorgensenC, AntoniusM, KrogsdamAM, KratchmarovaI, et al (2002) Role of adipocyte lipid-binding protein (ALBP) and acyl-coA binding protein (ACBP) in PPAR-mediated transactivation. Mol Cell Biochem 239: 157–164.12479581

[44] HoutenSM, DenisS, ArgmannCA, JiaY, FerdinandusseS, et al (2012) Peroxisomal L-bifunctional enzyme (Ehhadh) is essential for the production of medium-chain dicarboxylic acids. J Lipid Res 53: 1296–1303.2253464310.1194/jlr.M024463PMC3371241

[45] HuangH, AtshavesBP, FrolovA, KierAB, SchroederF (2005) Acyl-coenzyme A binding protein expression alters liver fatty acyl-coenzyme A metabolism. Biochemistry 44: 10282–10297.1604240510.1021/bi0477891

[46] LiP, LiXB, FuSX, WuCC, WangXX, et al (2012) Alterations of fatty acid beta-oxidation capability in the liver of ketotic cows. J Dairy Sci 95: 1759–1766.2245982410.3168/jds.2011-4580

[47] Lobo S, Bernlohr DA (2007) Fatty acid transport in adipocytes and the development of insulin resistance. Novartis Found Symp 286: 113–121; discussion 121–116, 162–113, 196–203.10.1002/9780470985571.ch1018269178

[48] RadlerU, StanglH, LechnerS, LienbacherG, KreppR, et al (2011) A combination of (omega-3) polyunsaturated fatty acids, polyphenols and L-carnitine reduces the plasma lipid levels and increases the expression of genes involved in fatty acid oxidation in human peripheral blood mononuclear cells and HepG2 cells. Ann Nutr Metab 58: 133–140.2154058310.1159/000327150

[49] SchreiberSN, KnuttiD, BrogliK, UhlmannT, KralliA (2003) The transcriptional coactivator PGC-1 regulates the expression and activity of the orphan nuclear receptor estrogen-related receptor alpha (ERRalpha). J Biol Chem 278: 9013–9018.1252210410.1074/jbc.M212923200

[50] YangY, EggertsenG, GafvelsM, AnderssonU, EinarssonC, et al (2004) Mechanisms of cholesterol and sterol regulatory element binding protein regulation of the sterol 12alpha-hydroxylase gene (CYP8B1). Biochem Biophys Res Commun 320: 1204–1210.1524921810.1016/j.bbrc.2004.06.069

[51] AmentZ, MasoodiM, GriffinJL (2012) Applications of metabolomics for understanding the action of peroxisome proliferator-activated receptors (PPARs) in diabetes, obesity and cancer. Genome Med 4: 32.2254635710.1186/gm331PMC3446260

[52] GraugnardD, PiantoniP, BionazM, BergerL, FaulknerD, et al (2009) Adipogenic and energy metabolism gene networks in longissimus lumborum during rapid post-weaning growth in Angus and Angus x Simmental cattle fed high-starch or low-starch diets. BMC Genomics 10: 142.1933589810.1186/1471-2164-10-142PMC2676302

[53] GraugnardDE, BergerLL, FaulknerDB, LoorJJ (2010) High-starch diets induce precocious adipogenic gene network up-regulation in longissimus lumborum of early-weaned Angus cattle. Br J Nutr 103: 953–963.2002170010.1017/S0007114509992789

[54] JeongJ, KwonEG, ImSK, SeoKS, BaikM (2012) Expression of fat deposition and fat removal genes is associated with intramuscular fat content in longissimus dorsi muscle of Korean cattle steers. J Anim Sci 90: 2044–2053.2226699010.2527/jas.2011-4753

[55] HongYH, HishikawaD, MiyaharaH, NishimuraY, TsuzukiH, et al (2005) Up-regulation of the claudin-6 gene in adipogenesis. Biosci Biotechnol Biochem 69: 2117–2121.1630669310.1271/bbb.69.2117

[56] DhawanP, SinghAB, DeaneNG, NoY, ShiouSR, et al (2005) Claudin-1 regulates cellular transformation and metastatic behavior in colon cancer. J Clin Invest 115: 1765–1776.1596550310.1172/JCI24543PMC1150288

[57] RandhawaM, HuffT, ValenciaJC, YounossiZ, ChandhokeV, et al (2009) Evidence for the ectopic synthesis of melanin in human adipose tissue. FASEB J 23: 835–843.1897126110.1096/fj.08-116327PMC2653983

[58] KanazawaA, TsukadaS, SekineA, TsunodaT, TakahashiA, et al (2004) Association of the gene encoding wingless-type mammary tumor virus integration-site family member 5B (WNT5B) with type 2 diabetes. Am J Hum Genet 75: 832–843.1538621410.1086/425340PMC1182112

[59] MandaviaCH, PulakatL, DeMarcoV, SowersJR (2012) Over-nutrition and metabolic cardiomyopathy. Metabolism: clinical and experimental 61: 1205–1210.2246508910.1016/j.metabol.2012.02.013PMC3393834

[60] MarimanEC, WangP (2010) Adipocyte extracellular matrix composition, dynamics and role in obesity. Cell Mol Life Sci 67: 1277–1292.2010786010.1007/s00018-010-0263-4PMC2839497

[61] KhanT, MuiseES, IyengarP, WangZV, ChandaliaM, et al (2009) Metabolic Dysregulation and Adipose Tissue Fibrosis: Role of Collagen VI. Molecular and Cellular Biology 29: 1575–1591.1911455110.1128/MCB.01300-08PMC2648231

[62] LiuJ, DeYoungSM, ZhangM, ZhangM, ChengA, et al (2005) Changes in integrin expression during adipocyte differentiation. Cell Metab 2: 165–177.1615409910.1016/j.cmet.2005.08.006

[63] RosenED, MacDougaldOA (2006) Adipocyte differentiation from the inside out. Nat Rev Mol Cell Biol 7: 885–896.1713932910.1038/nrm2066

[64] SarrufDA, IankovaI, AbellaA, AssouS, MiardS, et al (2005) Cyclin D3 Promotes Adipogenesis through Activation of Peroxisome Proliferator-Activated Receptor γ. Molecular and Cellular Biology 25: 9985–9995.1626061210.1128/MCB.25.22.9985-9995.2005PMC1280250

[65] DarlingtonGJ, RossSE, MacDougaldOA (1998) The Role of C/EBP Genes in Adipocyte Differentiation. Journal of Biological Chemistry 273: 30057–30060.980475410.1074/jbc.273.46.30057

[66] ÅkerbladP, LindU, LibergD, BambergK, SigvardssonM (2002) Early B-Cell Factor (O/E-1) Is a Promoter of Adipogenesis and Involved in Control of Genes Important for Terminal Adipocyte Differentiation. Molecular and Cellular Biology 22: 8015–8025.1239116710.1128/MCB.22.22.8015-8025.2002PMC134715

[67] ChenZ, TorrensJI, AnandA, SpiegelmanBM, FriedmanJM (2005) Krox20 stimulates adipogenesis via C/EBPβ-dependent and -independent mechanisms. Cell Metab 1: 93–106.1605405110.1016/j.cmet.2004.12.009

[68] MichalJJ, ZhangZW, GaskinsCT, JiangZ (2006) The bovine fatty acid binding protein 4 gene is significantly associated with marbling and subcutaneous fat depth in Wagyu x Limousin F2 crosses. Anim Genet 37: 400–402.1687935710.1111/j.1365-2052.2006.01464.x

[69] HutleyL, ShuretyW, NewellF, McGearyR, PeltonN, et al (2004) Fibroblast Growth Factor 1: A Key Regulator of Human Adipogenesis. Diabetes 53: 3097–3106.1556193910.2337/diabetes.53.12.3097

[70] KawaguchiN, ToriyamaK, Nicodemou-LenaE, InouK, ToriiS, et al (1998) De novo adipogenesis in mice at the site of injection of basement membrane and basic fibroblast growth factor. Proceedings of the National Academy of Sciences 95: 1062–1066.10.1073/pnas.95.3.1062PMC186729448285

[71] TongQ, DalginG, XuH, TingC-N, LeidenJM, et al (2000) Function of GATA Transcription Factors in Preadipocyte-Adipocyte Transition. Science 290: 134–138.1102179810.1126/science.290.5489.134

[72] OishiY, ManabeI, TobeK, TsushimaK, ShindoT, et al (2005) Krüppel-like transcription factor KLF5 is a key regulator of adipocyte differentiation. Cell Metab 1: 27–39.1605404210.1016/j.cmet.2004.11.005

[73] LiD, YeaS, LiS, ChenZ, NarlaG, et al (2005) Krüppel-like Factor-6 Promotes Preadipocyte Differentiation through Histone Deacetylase 3-dependent Repression of DLK1. Journal of Biological Chemistry 280: 26941–26952.1591724810.1074/jbc.M500463200

[74] KanazawaA, KawamuraY, SekineA, IidaA, TsunodaT, et al (2005) Single nucleotide polymorphisms in the gene encoding Krüppel-like factor 7 are associated with type 2 diabetes. Diabetologia 48: 1315–1322.1593766810.1007/s00125-005-1797-0

[75] ScimèA, GrenierG, HuhMS, GillespieMA, BevilacquaL, et al (2005) Rb and p107 regulate preadipocyte differentiation into white versus brown fat through repression of PGC-1α. Cell Metab 2: 283–295.1627152910.1016/j.cmet.2005.10.002

[76] KunejT, WangZ, MichalJJ, DanielsTF, MagnusonNS, et al (2007) Functional UQCRC1 Polymorphisms Affect Promoter Activity and Body Lipid Accumulation[ast][ast]. Obesity 15: 2896–2901.1819829510.1038/oby.2007.344

[77] LongoKA, WrightWS, KangS, GerinI, ChiangS-H, et al (2004) Wnt10b Inhibits Development of White and Brown Adipose Tissues. Journal of Biological Chemistry 279: 35503–35509.1519007510.1074/jbc.M402937200

[78] KanazawaA, TsukadaS, KamiyamaM, YanagimotoT, NakajimaM, et al (2005) Wnt5b partially inhibits canonical Wnt/β-catenin signaling pathway and promotes adipogenesis in 3T3-L1 preadipocytes. Biochem Biophys Res Commun 330: 505–510.1579691110.1016/j.bbrc.2005.03.007

[79] TsengY-H, ButteAJ, KokkotouE, YechoorVK, TaniguchiCM, et al (2005) Prediction of preadipocyte differentiation by gene expression reveals role of insulin receptor substrates and necdin. Nat Cell Biol 7: 601–611.1589507810.1038/ncb1259

# Supplementary material for: Comparative Transcriptome Analysis of Adipose Tissues Reveals that ECM-Receptor Interaction Is Involved in the Depot-Specific Adipogenesis in Cattle
**Source:** PLoS One. 2013 Jun 21;8(6):e66267. doi: 10.1371/journal.pone.0066267
**Supplement:** Table S1 — The primer sequence of DEG used for qRT-PCR analysis.

Table S1. **The primer sequence of DEG used for qRT-PCR analysis.**

# Supplementary material for: Comparative Transcriptome Analysis of Adipose Tissues Reveals that ECM-Receptor Interaction Is Involved in the Depot-Specific Adipogenesis in Cattle
**Source:** PLoS One. 2013 Jun 21;8(6):e66267. doi: 10.1371/journal.pone.0066267
**Supplement:** Table S2 — RNA-seq reads and mapping rate of different adipose depots from nine Hanwoo individuals.

**Table S2. RNA-seq reads and mapping rate of different adipose depots from nine Hanwoo individuals.**

|  |  | Adipose tissue | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Animal ID | No. of | Subcutaneous | | intramuscular | | Omental | |
| 1 | total reads | 34,961,934 |  | 32,795,970 |  | 40,145,136 |  |
|  | reads after QC | 34,956,668 |  | 32,791,028 |  | 40,139,167 |  |
|  | accepted_Hit | 33,887,004 | (96.94%) | 32,079,358 | (97.83%) | 39,471,224 | (98.34%) |
| 2 | total reads | 37,902,974 |  | 38,957,018 |  | 41,075,552 |  |
|  | reads after QC | 37,865,228 |  | 38,917,997 |  | 41,034,551 |  |
|  | accepted_Hit | 36,992,627 | (97.70%) | 38,194,374 | (98.14%) | 40,914,740 | (99.71%) |
| 3 | total reads | 31,844,692 |  | 27,859,998 |  | 36,559,594 |  |
|  | reads after QC | 31,835,650 |  | 27,852,084 |  | 36,549,104 |  |
|  | accepted_Hit | 30,785,146 | (96.70%) | 26,789,222 | (96.18%) | 35,924,487 | (98.29%) |
| 4 | total reads | 29,063,304 |  | 38,983,416 |  | 49,285,572 |  |
|  | reads after QC | 29,058,910 |  | 38,977,599 |  | 49,278,117 |  |
|  | accepted_Hit | 28,119,540 | (96.77%) | 38,573,994 | (98.96%) | 47,590,598 | (96.58%) |
| 5 | total reads | 36,503,342 |  | 42,173,502 |  | 37,910,536 |  |
|  | reads after QC | 36,492,884 |  | 42,161,496 |  | 37,899,902 |  |
|  | accepted_Hit | 35,224,619 | (96.52%) | 41,159,915 | (97.62%) | 36,510,193 | (96.33%) |
| 6 | total reads | 37,683,440 |  | 36,733,112 |  | 33,236,374 |  |
|  | reads after QC | 37,645,749 |  | 36,696,313 |  | 33,203,354 |  |
|  | accepted_Hit | 36,578,016 | (97.16%) | 36,183,925 | (98.60%) | 32,295,059 | (97.26%) |
| 7 | total reads | 40,603,752 |  | 45,547,786 |  | 33,840,910 |  |
|  | reads after QC | 40,597,681 |  | 45,540,853 |  | 33,835,854 |  |
|  | accepted_Hit | 39,131,638 | (96.39%) | 45,472,436 | (99.85%) | 32,628,247 | (96.43%) |
| 8 | total reads | 31,265,648 |  | 25,404,790 |  | 33,774,810 |  |
|  | reads after QC | 31,234,834 |  | 25,379,357 |  | 33,741,132 |  |
|  | accepted_Hit | 30,588,262 | (97.93%) | 25,094,287 | (98.88%) | 32,878,392 | (97.44%) |
| 9 | total reads | 36,409,346 |  | 33,896,998 |  | 37,094,812 |  |
|  | reads after QC | 36,398,844 |  | 33,887,341 |  | 37,083,976 |  |
|  | accepted_Hit | 35,037,306 | (96.26%) | 33,013,485 | (97.42%) | 35,835,326 | (96.63%) |
| Average | total reads | 35,137,604 |  | 35,816,954 |  | 38,102,588 |  |
|  | reads after QC | 35,120,716 |  | 35,800,452 |  | 38,085,017 |  |
|  | accepted_Hit | 34,038,240 | (96.92%) | 35,173,444 | (98.25%) | 37,116,474 | (97.46%) |

# Supplementary material for: Comparative Transcriptome Analysis of Adipose Tissues Reveals that ECM-Receptor Interaction Is Involved in the Depot-Specific Adipogenesis in Cattle
**Source:** PLoS One. 2013 Jun 21;8(6):e66267. doi: 10.1371/journal.pone.0066267
**Supplement:** Table S3 — Quantitative RT-PCR validation of DEGs in each adipose tissue.

**Table S3. Quantitative RT-PCR validation of DEGs in each adipose tissue.**

1. Comparison of the relative expression level of DEGs in intramuscular fat compared to other tissues between RNA-seq and quantitative RT-PCR

|  | RNA-seq result^*^ | |  | Realtime PCR (ACTB)^**^ | |  | Realtime PCR (GAPDH)^**^ | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Omental fat^†^ | Subcutaneous fat^†^ |  | Omental fat^†^ | Subcutaneous fat^†^ |  | Omental fat^†^ | Subcutaneous fat^†^ |
| Up-regulated gene |  |  |  |  |  |  |  |  |
| *TNMD* | 7.582795541 | 7.290738932 |  | 6.761740741 | 7.295366667 |  | 6.641433333 | 7.544677778 |
| *DUSP23* | 8.637712761 | 6.723681197 |  | 1.978833333 | 2.262546296 |  | 1.858525926 | 2.511857407 |
| *CCL2* | 3.648650536 | 3.331055979 |  | 3.538559259 | 3.3062 |  | 3.418251852 | 3.555511111 |
| *PPP1R3C* | 2.622462215 | 2.348394392 |  | 1.917725926 | 1.371337037 |  | 1.797418519 | 1.620648148 |
| *TPM2* | 3.255892524 | 3.458496831 |  | 7.958037037 | 6.863340741 |  | 7.83772963 | 7.112651852 |
| Down-regulated gene |  |  |  |  |  |  |  |  |
| *CD163* | -2.59290445 | -2.370162009 |  | -3.8217 | -4.162562963 |  | -3.942007407 | -3.913251852 |
| *ITGAM* | -3.178046367 | -2.068014834 |  | -2.769344444 | -3.382377778 |  | -2.889651852 | -3.133066667 |
| *CCR2* | -2.943209311 | -2.549572772 |  | -2.63277037 | -2.1849 |  | -2.753077778 | -1.935588889 |
| *FASN* | -2.070953687 | -2.71168049 |  | -2.486314815 | -3.4197 |  | -2.606622222 | -3.170388889 |
| *DGAT* | -2.188408802 | -2.519565518 |  | -3.194677778 | -3.961274074 |  | -3.314985185 | -3.711962963 |

| ^*^Results are presented by log_2_(fold-chage) |
| --- |
| ^**^Results are presented by log_2_(fold-chage) and ACTB and GAPDH were used as a reference gene for relative expression level analysis (Livak and Schmittgen, 2001) |
| †Each tissue indicates pair-wisely compared tissue with intramuscular fat and the values represent the relative mRNA abundance of intramuscular fat to other tissues indicated |
|  |
| Reference |
| Livak, K.J., and Schmittgen, T.D. (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. *Methods* **25**(4), 402-8 |

1. Comparison of the relative expression level of DEGs in Omental fat compared to other tissues between RNA-seq and quantitative RT-PCR

|  | RNA-seq result^*^ | |  | Realtime PCR (ACTB)^**^ | |  | Realtime PCR (GAPDH)^**^ | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Subcutaneous fat^†^ | Intramuscular fat^†^ |  | Subcutaneous fat^†^ | Intramuscular fat^†^ |  | Subcutaneous fat^†^ | Intramuscular fat† |
| Up-regulated gene |  |  |  |  |  |  |  |  |
| *UCP1* | 2.257996125 | 3.160584312 |  | 2.177892593 | 3.060014815 |  | 2.547511111 | 3.180322222 |
| *ISL1* | 5.216295643 | 3.692037537 |  | 3.262251852 | 5.431211111 |  | 3.63187037 | 5.551518519 |
| *TCF21* | 4.292913048 | 8.191062054 |  | 4.975537037 | 5.525188889 |  | 5.345155556 | 5.645496296 |
| *MMP9* | 3.721998041 | 3.07950315 |  | 4.432566667 | 5.672437037 |  | 4.802185185 | 5.792744444 |
| *BDNF* | 4.906165587 | 2.304811471 |  | 2.91722963 | 5.106418519 |  | 3.286848148 | 5.226725926 |
| Down-regulated gene |  |  |  |  |  |  |  |  |
| *TBX15* | -7.491262798 | -7.5859685 |  | -6.425588889 | -6.175848148 |  | -6.05597037 | -6.055540741 |
| *SLP1* | -3.214617058 | -3.277696653 |  | -0.987540741 | -0.634966667 |  | -0.617922222 | -0.514659259 |
| *ZIC1* | -8.733341983 | -6.710274081 |  | -8.793475926 | -11.48877222 |  | -8.423857407 | -11.36846481 |
| *MFSD2A* | -3.289699568 | -2.234958978 |  | -1.227333333 | -3.157837037 |  | -0.857714815 | -3.03752963 |
| *FGF7* | -3.036326305 | -2.24726629 |  | -1.186385185 | -1.646651852 |  | -0.816766667 | -1.526344444 |

| ^*^Results are presented by log_2_(fold-chage) |
| --- |
| ^**^Results are presented by log_2_(fold-chage) and ACTB and GAPDH were used as a reference gene for relative expression level analysis (Livak and Schmittgen, 2001) |
| †Each tissue indicates pair-wisely compared tissue with omental fat and the values represent the relative mRNA abundance of omental fat to other tissues indicated |
|  |
| Reference |
| Livak, K.J., and Schmittgen, T.D. (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. *Methods* **25**(4), 402-8 |

1. Comparison of the relative expression level of DEGs in Omental fat compared to other tissues between RNA-seq and quantitative RT-PCR

|  | RNA-seq result^*^ | |  | Realtime PCR (ACTB)^**^ | |  | Realtime PCR (GAPDH)^**^ | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Omental fat^†^ | Intramuscular fat^†^ |  | Omental fat^†^ | Intramuscular fat^†^ |  | Omental fat^†^ | Intramuscular fat^†^ |
| Up-regulated gene |  |  |  |  |  |  |  |  |
| *FASN* | 0.672233058 | 2.71168049 |  | 0.933385185 | 3.4197 |  | 0.563766667 | 3.170388889 |
| *TBX5* | 5.201957617 | 5.037736051 |  | 6.10717963 | 6.60372037 |  | 5.737561111 | 6.354409259 |
| *CYP17A2* | 4.159184867 | 3.462433762 |  | 4.781205556 | 5.0999 |  | 4.411587037 | 4.850588889 |
| *LHX8* | 7.898169436 | 2.617482926 |  | 6.498331481 | 2.382275926 |  | 6.128712963 | 2.132964815 |
| *EN1* | 3.044432763 | 2.67248675 |  | 2.982903704 | 4.068583333 |  | 2.613285185 | 3.819272222 |
| Down-regulated gene |  |  |  |  |  |  |  |  |
| *EEF1A2* | -1.96014702 | -6.768295424 |  | -3.3046 | -8.901351852 |  | -3.674218519 | -9.150662963 |
| *ADAM23* | -3.783880587 | -3.346282232 |  | -0.462996296 | -0.369144444 |  | -0.832614815 | -0.618455556 |
| *ERBB2* | -3.347889708 | -2.826071438 |  | -3.763451852 | -2.683862963 |  | -4.13307037 | -2.933174074 |
| *IGF2BP* | -3.326063567 | -4.609580722 |  | -3.950553704 | -4.910912963 |  | -4.320172222 | -5.160224074 |
| *STRA6* | -3.260136201 | -3.134006554 |  | -4.667518519 | -4.430244444 |  | -5.037137037 | -4.679555556 |

| ^*^Results are presented by log_2_(fold-chage) |
| --- |
| ^**^Results are presented by log_2_(fold-chage) and ACTB and GAPDH were used as a reference gene for relative expression level analysis (Livak and Schmittgen, 2001) |
| †Each tissue indicates pair-wisely compared tissue with subcutaneous fat and the values represent the relative mRNA abundance of subcutaneous fat to other tissues indicated |
|  |
| Reference |
| Livak, K.J., and Schmittgen, T.D. (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. *Methods* **25**(4), 402-8 |

# Supplementary material for: Comparative Transcriptome Analysis of Adipose Tissues Reveals that ECM-Receptor Interaction Is Involved in the Depot-Specific Adipogenesis in Cattle
**Source:** PLoS One. 2013 Jun 21;8(6):e66267. doi: 10.1371/journal.pone.0066267
**Supplement:** Table S4 — Statistical analysis of the correlation between RNAseq and qRT-PCR.

**Table S4. Statistical analysis of the correlation between RNAseq and qRT-PCR.**

|  | Correlation | P-value |
| --- | --- | --- |
| Intramuscular | 0.8547347 | 1.63E-03 |
| omental | 0.9636408 | 7.32E-06 |
| subcutaneous | 0.9519825 | 2.19E-05 |

# Supplementary material for: Comparative Transcriptome Analysis of Adipose Tissues Reveals that ECM-Receptor Interaction Is Involved in the Depot-Specific Adipogenesis in Cattle
**Source:** PLoS One. 2013 Jun 21;8(6):e66267. doi: 10.1371/journal.pone.0066267
**Supplement:** Table S5 — Biological process GO terms of DEGs resulted from pairwise comparison among three different adipose depots.

**Table S5. Biological process GO terms of DEGs resulted from pairwise comparison among three different adipose depots.**

# Supplementary material for: Comparative Transcriptome Analysis of Adipose Tissues Reveals that ECM-Receptor Interaction Is Involved in the Depot-Specific Adipogenesis in Cattle
**Source:** PLoS One. 2013 Jun 21;8(6):e66267. doi: 10.1371/journal.pone.0066267
**Supplement:** Table S6 — GO terms of cellular components and molecular function of depot specific DEGs.

**Table S6. GO terms of cellular components and molecular function of depot specific DEGs**

1. **Up-regulated DEGs**

|  | **GO ID** | **Term** | **PValue** |
| --- | --- | --- | --- |
| **Omental fat** |  |  |  |
| Cellualr component | GO:0005576 | extracellular region | 7.59E-03 |
|  | GO:0044421 | extracellular region part | 1.55E-02 |
|  | GO:0044464 | cell part | 2.13E-02 |
|  | GO:0005623 | cell | 2.16E-02 |
| Molecular Function | GO:0060089 | molecular transducer activity | 8.44E-04 |
| **Intramuscular Fat** |  |  |  |
| Cellualr component | GO:0044421 | extracellular region part | 8.01E-10 |
|  | GO:0045202 | synapse | 1.41E-06 |
|  | GO:0044456 | synapse part | 2.35E-05 |
|  | GO:0005576 | extracellular region | 3.95E-03 |
| Molecular Function | GO:0005488 | binding | 3.03E-18 |
|  | GO:0005198 | structural molecule activity | 1.33E-08 |
|  | GO:0030528 | transcription regulator activity | 1.51E-07 |
|  | GO:0030234 | enzyme regulator activity | 2.62E-03 |
| **Subcutaneous fat** |  |  |  |
| Cellular component | GO:0005576 | extracellular region | 4.03E-07 |
|  | GO:0044421 | extracellular region part | 6.10E-07 |
| Molecular Function | GO:0003824 | catalytic activity | 2.25E-03 |
|  | GO:0009055 | electron carrier activity | 3.11E-03 |
|  | GO:0016209 | antioxidant activity | 3.63E-03 |
|  | GO:0005215 | transporter activity | 2.69E-02 |

1. **Down-regulated DEGs**

|  | **GO ID** | **Term** | **PValue** |
| --- | --- | --- | --- |
| **Omental fat** |  |  |  |
| Cellular component | GO:0044421 | extracellular region part | 1.02E-16 |
|  | GO:0005576 | extracellular region | 1.01E-14 |
| Molecular Function | GO:0005488 | binding | 1.47E-02 |
|  | GO:0005198 | structural molecule activity | 1.93E-02 |
|  | GO:0060089 | molecular transducer activity | 4.57E-02 |
| **Intramuscular fat** |  |  |  |
| Cellular component | GO:0044464 | cell part | 8.45E-06 |
|  | GO:0005623 | cell | 8.77E-06 |
|  | GO:0031975 | envelope | 1.37E-04 |
| Molecular Function | GO:0003824 | catalytic activity | 5.64E-16 |
|  | GO:0009055 | electron carrier activity | 1.08E-04 |
|  | GO:0005488 | binding | 4.26E-02 |
| **Subcutaneous fat** |  |  |  |
| Cellular component | GO:0005576 | extracellular region | 2.10E-13 |
|  | GO:0044421 | extracellular region part | 4.72E-12 |
|  | GO:0045202 | synapse | 1.87E-05 |
|  | GO:0044456 | synapse part | 1.37E-03 |
| Molecular Function | GO:0005198 | structural molecule activity | 3.12E-05 |
|  | GO:0060089 | molecular transducer activity | 2.53E-04 |
|  | GO:0005488 | binding | 2.61E-04 |

# Supplementary material for: Comparative Transcriptome Analysis of Adipose Tissues Reveals that ECM-Receptor Interaction Is Involved in the Depot-Specific Adipogenesis in Cattle
**Source:** PLoS One. 2013 Jun 21;8(6):e66267. doi: 10.1371/journal.pone.0066267
**Supplement:** Table S7 — KEGG pathways of DEGs resulted from the pairwise comparison among three different adipose depots.

**Table S7. KEGG pathways of DEGs resulted from pairwise comparison among three different adipose depots.**

1. **KEGG pathways of genes up-regulated in omental fat compared to intramuscular fat**

| **KEGG_A_level** | **KEGG_B_level** | **Term** | **Count** | **PValue** |
| --- | --- | --- | --- | --- |
| Cellular Processes | Transport and Catabolism | Lysosome | 45 | 2.59E-09 |
| Environmental Information Processing | Membrane Transport | ABC transporters | 14 | 1.27E-02 |
| Human Diseases | Immune Diseases | Primary immunodeficiency | 13 | 4.48E-03 |
| Metabolism | Amino Acid Metabolism | Histidine metabolism | 10 | 2.60E-02 |
|  | Amino Acid Metabolism | Lysine degradation | 13 | 3.03E-02 |
|  | Amino Acid Metabolism | Tryptophan metabolism | 12 | 3.52E-02 |
|  | Amino Acid Metabolism | Valine, leucine and isoleucine degradation | 27 | 3.39E-11 |
|  | Carbohydrate Metabolism | Butanoate metabolism | 15 | 2.60E-04 |
|  | Carbohydrate Metabolism | Citrate cycle (TCA cycle) | 11 | 1.46E-02 |
|  | Carbohydrate Metabolism | Propanoate metabolism | 17 | 4.63E-06 |
|  | Carbohydrate Metabolism | Pyruvate metabolism | 15 | 1.76E-03 |
|  | Energy Metabolism | Sulfur metabolism | 6 | 2.66E-02 |
|  | Lipid Metabolism | Biosynthesis of unsaturated fatty acids | 10 | 3.52E-03 |
|  | Lipid Metabolism | Fatty acid elongation in mitochondria | 7 | 2.79E-04 |
|  | Lipid Metabolism | Fatty acid metabolism | 23 | 7.38E-09 |
|  | Lipid Metabolism | Glycerolipid metabolism | 14 | 1.54E-02 |
|  | Lipid Metabolism | Steroid hormone biosynthesis | 14 | 1.85E-02 |
|  | Metabolism of Cofactors and Vitamins | Pantothenate and CoA biosynthesis | 7 | 1.90E-02 |
|  | Metabolism of Other Amino Acids | beta-Alanine metabolism | 8 | 4.17E-02 |
|  | Xenobiotics Biodegradation and Metabolism | Metabolism of xenobiotics by cytochrome P450 | 17 | 1.68E-02 |
| Organismal Systems | Endocrine System | PPAR signaling pathway | 33 | 8.91E-10 |
|  | Immune System | B cell receptor signaling pathway | 20 | 1.69E-02 |
|  | Immune System | Complement and coagulation cascades | 23 | 4.38E-04 |
|  | Immune System | Fc gamma R-mediated phagocytosis | 26 | 3.95E-03 |
|  | Immune System | Hematopoietic cell lineage | 22 | 1.87E-02 |
|  | Immune System | T cell receptor signaling pathway | 25 | 3.70E-02 |

1. **KEGG pathways of genes up-regulated in the subcutaneous fat compared to intramuscular fat**

| **KEGG_A_level** | **KEGG_B_level** | **Term** | **Count** | **PValue** |
| --- | --- | --- | --- | --- |
| Cellular Processes | Transport and Catabolism | Lysosome | 38 | 9.27E-07 |
| Environmental Information Processing | Signaling Molecules and Interaction | Cell adhesion molecules (CAMs) | 31 | 5.13E-03 |
| Human Diseases | Immune Diseases | Primary immunodeficiency | 12 | 7.18E-03 |
| Metabolism | Amino Acid Metabolism | Histidine metabolism | 11 | 4.92E-03 |
|  | Amino Acid Metabolism | Lysine degradation | 13 | 1.69E-02 |
|  | Amino Acid Metabolism | Tryptophan metabolism | 14 | 2.57E-03 |
|  | Amino Acid Metabolism | Valine, leucine and isoleucine degradation | 30 | 4.49E-15 |
|  | Carbohydrate Metabolism | Butanoate metabolism | 14 | 4.50E-04 |
|  | Carbohydrate Metabolism | Citrate cycle (TCA cycle) | 12 | 2.49E-03 |
|  | Carbohydrate Metabolism | Propanoate metabolism | 18 | 2.31E-07 |
|  | Carbohydrate Metabolism | Pyruvate metabolism | 13 | 7.65E-03 |
|  | Glycan Biosynthesis and Metabolism | Glycosaminoglycan degradation | 8 | 2.17E-02 |
|  | Glycan Biosynthesis and Metabolism | Other glycan degradation | 8 | 4.05E-03 |
|  | Lipid Metabolism | Biosynthesis of unsaturated fatty acids | 11 | 4.06E-04 |
|  | Lipid Metabolism | Fatty acid elongation in mitochondria | 7 | 1.76E-04 |
|  | Lipid Metabolism | Fatty acid metabolism | 18 | 1.18E-05 |
|  | Lipid Metabolism | Glycerolipid metabolism | 14 | 7.92E-03 |
|  | Lipid Metabolism | Steroid hormone biosynthesis | 14 | 9.65E-03 |
|  | Metabolism of Other Amino Acids | Glutathione metabolism | 16 | 3.01E-03 |
|  | Metabolism of Terpenoids and Polyketides | Limonene and pinene degradation | 7 | 8.78E-03 |
|  | Xenobiotics Biodegradation and Metabolism | Drug metabolism | 16 | 2.42E-02 |
|  | Xenobiotics Biodegradation and Metabolism | Metabolism of xenobiotics by cytochrome P450 | 18 | 3.20E-03 |
| Organismal Systems | Endocrine System | PPAR signaling pathway | 21 | 1.06E-03 |
|  | Immune System | B cell receptor signaling pathway | 22 | 1.30E-03 |
|  | Immune System | Complement and coagulation cascades | 21 | 1.06E-03 |
|  | Immune System | Fc epsilon RI signaling pathway | 20 | 1.13E-02 |
|  | Immune System | Fc gamma R-mediated phagocytosis | 23 | 1.23E-02 |
|  | Immune System | Hematopoietic cell lineage | 25 | 6.37E-04 |
|  | Immune System | Natural killer cell mediated cytotoxicity | 28 | 3.23E-02 |
|  | Immune System | T cell receptor signaling pathway | 24 | 2.78E-02 |

1. **KEGG pathways of genes up-regulated in intramuscular fat compared to omental fat**

| **KEGG_A_level** | **KEGG_B_level** | **Term** | **Count** | **PValue** |
| --- | --- | --- | --- | --- |
| Cellular Processes | Cell Communication | Focal adhesion | 71 | 2.22E-10 |
|  | Cell Communication | Tight junction | 34 | 1.28E-02 |
|  | Cell Growth and Death | Apoptosis | 24 | 1.52E-02 |
|  | Cell Growth and Death | p53 signaling pathway | 20 | 1.46E-02 |
|  | Cell Motility | Regulation of actin cytoskeleton | 60 | 4.66E-05 |
| Environmental Information Processing | Signal Transduction | Calcium signaling pathway | 57 | 5.15E-07 |
|  | Signal Transduction | Hedgehog signaling pathway | 17 | 1.94E-02 |
|  | Signal Transduction | MAPK signaling pathway | 71 | 4.74E-05 |
|  | Signal Transduction | Phosphatidylinositol signaling system | 20 | 3.45E-02 |
|  | Signal Transduction | TGF-beta signaling pathway | 27 | 1.70E-03 |
|  | Signal Transduction | Wnt signaling pathway | 36 | 2.62E-02 |
|  | Signaling Molecules and Interaction | Cell adhesion molecules (CAMs) | 38 | 7.82E-04 |
|  | Signaling Molecules and Interaction | Cytokine-cytokine receptor interaction | 58 | 2.06E-02 |
|  | Signaling Molecules and Interaction | ECM-receptor interaction | 37 | 1.43E-08 |
| Genetic Information Processing | Translation | Ribosome | 54 | 1.15E-20 |
| Human Diseases | Cancers | Bladder cancer | 14 | 1.73E-02 |
|  | Cancers | Chronic myeloid leukemia | 21 | 2.07E-02 |
|  | Cancers | Pathways in cancer | 89 | 1.69E-06 |
|  | Cancers | Small cell lung cancer | 28 | 3.97E-04 |
|  | Cardiovascular Diseases | Arrhythmogenic right ventricular cardiomyopathy (ARVC) | 36 | 2.22E-09 |
|  | Cardiovascular Diseases | Dilated cardiomyopathy | 48 | 2.73E-14 |
|  | Cardiovascular Diseases | Hypertrophic cardiomyopathy (HCM) | 47 | 2.94E-15 |
|  | Cardiovascular Diseases | Viral myocarditis | 20 | 2.29E-02 |
|  | Endocrine and Metabolic Diseases | Type II diabetes mellitus | 18 | 1.08E-03 |
| Organismal Systems | Circulatory System | Cardiac muscle contraction | 25 | 1.63E-03 |
|  | Circulatory System | Vascular smooth muscle contraction | 40 | 2.49E-06 |
|  | Development | Axon guidance | 39 | 2.25E-04 |
|  | Endocrine System | Adipocytokine signaling pathway | 18 | 4.87E-02 |
|  | Endocrine System | Insulin signaling pathway | 33 | 2.42E-02 |
|  | Environmental Adaptation | Circadian rhythm | 8 | 2.53E-03 |
|  | Excretory System | Aldosterone-regulated sodium reabsorption | 13 | 3.35E-02 |
|  | Immune System | Leukocyte transendothelial migration | 29 | 3.30E-02 |
|  | Immune System | NOD-like receptor signaling pathway | 22 | 7.99E-04 |
|  | Nervous System | Long-term potentiation | 19 | 2.93E-02 |

1. **KEGG pathways of genes up-regulated in intramuscular fat compared to subcutaneous fat**

| **KEGG_A_level** | **KEGG_B_level** | **Term** | **Count** | **PValue** |
| --- | --- | --- | --- | --- |
| Cellular Processes | Cell Communication | Focal adhesion | 68 | 1.39E-08 |
|  | Cell Communication | Tight junction | 38 | 1.74E-03 |
|  | Cell Growth and Death | Apoptosis | 27 | 2.51E-03 |
|  | Cell Growth and Death | p53 signaling pathway | 20 | 1.90E-02 |
|  | Cell Motility | Regulation of actin cytoskeleton | 59 | 1.94E-04 |
| Environmental Information Processing | Signal Transduction | Calcium signaling pathway | 58 | 5.23E-07 |
|  | Signal Transduction | Hedgehog signaling pathway | 16 | 4.93E-02 |
|  | Signal Transduction | MAPK signaling pathway | 82 | 5.24E-08 |
|  | Signal Transduction | Phosphatidylinositol signaling system | 21 | 2.35E-02 |
|  | Signal Transduction | TGF-beta signaling pathway | 30 | 1.93E-04 |
|  | Signal Transduction | Wnt signaling pathway | 41 | 2.68E-03 |
|  | Signaling Molecules and Interaction | Cell adhesion molecules (CAMs) | 32 | 4.09E-02 |
|  | Signaling Molecules and Interaction | Cytokine-cytokine receptor interaction | 64 | 2.75E-03 |
|  | Signaling Molecules and Interaction | ECM-receptor interaction | 32 | 1.21E-05 |
| Genetic Information Processing | Translation | Ribosome | 44 | 3.94E-12 |
| Human Diseases | Cancers | Basal cell carcinoma | 17 | 2.07E-02 |
|  | Cancers | Chronic myeloid leukemia | 21 | 2.70E-02 |
|  | Cancers | Pathways in cancer | 90 | 2.82E-06 |
|  | Cancers | Small cell lung cancer | 25 | 6.75E-03 |
|  | Cardiovascular Diseases | Arrhythmogenic right ventricular cardiomyopathy (ARVC) | 39 | 4.65E-11 |
|  | Cardiovascular Diseases | Dilated cardiomyopathy | 47 | 3.99E-13 |
|  | Cardiovascular Diseases | Hypertrophic cardiomyopathy (HCM) | 46 | 4.89E-14 |
|  | Cardiovascular Diseases | Viral myocarditis | 20 | 2.95E-02 |
|  | Endocrine and Metabolic Diseases | Type II diabetes mellitus | 17 | 4.06E-03 |
| Organismal Systems | Circulatory System | Cardiac muscle contraction | 28 | 1.57E-04 |
|  | Circulatory System | Vascular smooth muscle contraction | 42 | 6.19E-07 |
|  | Development | Axon guidance | 43 | 1.46E-05 |
|  | Endocrine System | Melanogenesis | 26 | 2.81E-02 |
|  | Environmental Adaptation | Circadian rhythm | 7 | 1.51E-02 |
|  | Excretory System | Aldosterone-regulated sodium reabsorption | 14 | 1.74E-02 |
|  | Immune System | Chemokine signaling pathway | 43 | 3.91E-02 |
|  | Immune System | NOD-like receptor signaling pathway | 18 | 3.07E-02 |
|  | Nervous System | Long-term potentiation | 20 | 1.90E-02 |

**(e) KEGG pathways of genes up-regulated in omental fat compared to subcutaneous fat**

| **KEGG_A_level** | **KEGG_B_level** | **Term** | **Count** | **PValue** |
| --- | --- | --- | --- | --- |
| Cellular Processes | Transport and Catabolism | Lysosome | 20 | 2.59E-03 |
| Environmental Information Processing | Signal Transduction | Calcium signaling pathway | 23 | 2.73E-02 |
|  | Signaling Molecules and Interaction | Cytokine-cytokine receptor interaction | 34 | 7.01E-03 |
|  | Signaling Molecules and Interaction | Neuroactive ligand-receptor interaction | 32 | 1.52E-02 |
| Human Diseases | Cardiovascular Diseases | Dilated cardiomyopathy | 14 | 3.42E-02 |
| Metabolism | Lipid Metabolism | Fatty acid metabolism | 12 | 2.41E-04 |
| Organismal Systems | Circulatory System | Vascular smooth muscle contraction | 24 | 2.44E-05 |
|  | Development | Axon guidance | 22 | 1.52E-03 |
|  | Endocrine System | Adipocytokine signaling pathway | 11 | 4.29E-02 |
|  | Endocrine System | PPAR signaling pathway | 21 | 2.84E-07 |
|  | Immune System | Chemokine signaling pathway | 24 | 2.88E-02 |

**(f) KEGG pathways of genes up-regulated in subcutaneous fat compared to omental fat**

| **KEGG_A_level** | **KEGG_B_level** | **Term** | **Count** | **PValue** |
| --- | --- | --- | --- | --- |
| Cellular Processes | Cell Communication | Focal adhesion | 23 | 3.18E-04 |
| Environmental Information Processing | Membrane Transport | ABC transporters | 8 | 5.24E-03 |
|  | Signaling Molecules and Interaction | Cell adhesion molecules (CAMs) | 17 | 6.98E-04 |
|  | Signaling Molecules and Interaction | Cytokine-cytokine receptor interaction | 22 | 1.81E-02 |
|  | Signaling Molecules and Interaction | ECM-receptor interaction | 18 | 4.65E-07 |
| Human Diseases | Cardiovascular Diseases | Viral myocarditis | 9 | 2.27E-02 |
|  | Immune Diseases | Asthma | 6 | 1.26E-02 |
|  | Immune Diseases | Graft-versus-host disease | 6 | 4.11E-02 |
| Organismal Systems | Circulatory System | Vascular smooth muscle contraction | 11 | 4.87E-02 |
|  | Development | Axon guidance | 13 | 2.46E-02 |
|  | Endocrine System | Renin-angiotensin system | 5 | 8.29E-03 |
|  | Immune System | Complement and coagulation cascades | 11 | 1.85E-03 |

**(g) KEGG pathways of genes up-regulated in the instramuscular fat compared to the combined omental and subcutaneous fat**

| **KEGG_A_level** | **KEGG_B_level** | **Term** | **Count** | **PValue** |
| --- | --- | --- | --- | --- |
| Cellular Processes | Cell communication | Focal adhesion | 70 | 7.26E-10 |
|  | Cell communication | Tight junction | 36 | 4.21E-03 |
|  | Cell growth and death | Apoptosis | 26 | 3.90E-03 |
|  | Cell growth and death | p53 signaling pathway | 19 | 3.03E-02 |
|  | Cell motility | Regulation of actin cytoskeleton | 62 | 1.27E-05 |
| Environmental Information Processing | Signal transduction | Calcium signaling pathway | 52 | 3.56E-05 |
|  | Signal transduction | MAPK signaling pathway | 77 | 9.04E-07 |
|  | Signal transduction | Phosphatidylinositol signaling system | 21 | 1.86E-02 |
|  | Signal transduction | TGF-beta signaling pathway | 31 | 4.76E-05 |
|  | Signal transduction | Wnt signaling pathway | 39 | 5.78E-03 |
|  | Signaling molecules and interaction | Cell adhesion molecules (CAMs) | 31 | 4.95E-02 |
|  | Signaling molecules and interaction | Cytokine-cytokine receptor interaction | 62 | 4.06E-03 |
|  | Signaling molecules and interaction | ECM-receptor interaction | 35 | 2.14E-07 |
| Genetic Information Processing | Translation | Ribosome | 51 | 5.72E-18 |
| Human Diseases | Cancers | Bladder cancer | 13 | 4.09E-02 |
|  | Cancers | Chronic myeloid leukemia | 21 | 2.15E-02 |
|  | Cancers | Pathways in cancer | 88 | 3.78E-06 |
|  | Cancers | Small cell lung cancer | 28 | 4.20E-04 |
|  | Cardiovascular diseases | Arrhythmogenic right ventricular cardiomyopathy (ARVC) | 37 | 5.42E-10 |
|  | Cardiovascular diseases | Dilated cardiomyopathy | 48 | 3.14E-14 |
|  | Cardiovascular diseases | Hypertrophic cardiomyopathy (HCM) | 48 | 5.73E-16 |
|  | Cardiovascular diseases | Viral myocarditis | 21 | 1.17E-02 |
|  | Endocrine and metabolic diseases | Type II diabetes mellitus | 17 | 3.20E-03 |
| Organismal Systems | Circulatory system | Cardiac muscle contraction | 27 | 2.81E-04 |
|  | Circulatory system | Vascular smooth muscle contraction | 41 | 9.61E-07 |
|  | Development | Axon guidance | 43 | 8.07E-06 |
|  | Endocrine system | Insulin signaling pathway | 32 | 4.10E-02 |
|  | Environmental adaptation | Circadian rhythm | 7 | 1.35E-02 |
|  | Excretory system | Aldosterone-regulated sodium reabsorption | 14 | 1.45E-02 |
|  | Immune system | Chemokine signaling pathway | 44 | 1.80E-02 |
|  | Immune system | NOD-like receptor signaling pathway | 21 | 2.17E-03 |
|  | Nervous system | Long-term potentiation | 19 | 3.03E-02 |
|  | Nervous system | Neurotrophin signaling pathway | 30 | 3.78E-02 |

**(h) KEGG pathways of genes up-regulated in the combined omental and subcutaneous fat compared to the intramuscular fat**

| **KEGG_A_level** | **KEGG_B_level** | **Term** | **Count** | **PValue** |
| --- | --- | --- | --- | --- |
| Cellular Processes | Transport and catabolism | Lysosome | 47 | 3.46E-10 |
| Environmental Information Processing | Membrane transport | ABC transporters | 13 | 3.40E-02 |
| Human Diseases | Immune diseases | Primary immunodeficiency | 12 | 1.48E-02 |
| Metabolism | Amino acid metabolism | Histidine metabolism | 12 | 2.99E-03 |
| Metabolism | Amino acid metabolism | Lysine degradation | 17 | 6.25E-04 |
| Metabolism | Amino acid metabolism | Tryptophan metabolism | 14 | 6.11E-03 |
| Metabolism | Amino acid metabolism | Valine, leucine and isoleucine degradation | 30 | 6.27E-14 |
| Metabolism | Carbohydrate metabolism | Butanoate metabolism | 15 | 3.10E-04 |
| Metabolism | Carbohydrate metabolism | Citrate cycle (TCA cycle) | 13 | 1.59E-03 |
| Metabolism | Carbohydrate metabolism | Propanoate metabolism | 18 | 9.71E-07 |
| Metabolism | Carbohydrate metabolism | Pyruvate metabolism | 15 | 2.07E-03 |
| Metabolism | Energy metabolism | Sulfur metabolism | 6 | 2.84E-02 |
| Metabolism | Glycan biosynthesis and metabolism | Glycosaminoglycan degradation | 8 | 3.54E-02 |
| Metabolism | Glycan biosynthesis and metabolism | Other glycan degradation | 7 | 2.85E-02 |
| Metabolism | Lipid metabolism | Biosynthesis of unsaturated fatty acids | 11 | 9.03E-04 |
| Metabolism | Lipid metabolism | Fatty acid elongation in mitochondria | 7 | 3.07E-04 |
| Metabolism | Lipid metabolism | Fatty acid metabolism | 21 | 3.86E-07 |
| Metabolism | Lipid metabolism | Glycerolipid metabolism | 15 | 6.96E-03 |
| Metabolism | Lipid metabolism | Steroid hormone biosynthesis | 15 | 8.60E-03 |
| Metabolism | Metabolism of cofactors and vitamins | Pantothenate and CoA biosynthesis | 7 | 2.05E-02 |
| Metabolism | Metabolism of other amino acids | beta-Alanine metabolism | 8 | 4.51E-02 |
| Metabolism | Metabolism of other amino acids | Glutathione metabolism | 15 | 1.84E-02 |
| Metabolism | Metabolism of terpenoids and polyketides | Limonene and pinene degradation | 7 | 1.41E-02 |
| Metabolism | Xenobiotics biodegradation and metabolism | Metabolism of xenobiotics by cytochrome P450 | 19 | 3.66E-03 |
| Organismal Systems | Endocrine system | PPAR signaling pathway | 27 | 6.49E-06 |
| Organismal Systems | Immune system | B cell receptor signaling pathway | 21 | 9.65E-03 |
| Organismal Systems | Immune system | Complement and coagulation cascades | 23 | 5.53E-04 |
| Organismal Systems | Immune system | Fc epsilon RI signaling pathway | 20 | 2.94E-02 |
| Organismal Systems | Immune system | Fc gamma R-mediated phagocytosis | 26 | 4.92E-03 |
| Organismal Systems | Immune system | Hematopoietic cell lineage | 22 | 2.22E-02 |
| Organismal Systems | Immune system | T cell receptor signaling pathway | 26 | 2.55E-02 |

# Supplementary material for: Comparative Transcriptome Analysis of Adipose Tissues Reveals that ECM-Receptor Interaction Is Involved in the Depot-Specific Adipogenesis in Cattle
**Source:** PLoS One. 2013 Jun 21;8(6):e66267. doi: 10.1371/journal.pone.0066267
**Supplement:** Table S8 — Summary of the enriched KEGG pathway results based on the depot specific DEGs.

**Table S8. Summary of enriched KEGG pathway results based on the depot specific DEGs.**

1. **KEGG pathway of DEGs up-regulated in each depot**

| **Tissue** | **KEGG ID** | **KEGG Term** | **P-Value** | **Genes** |
| --- | --- | --- | --- | --- |
| Omental fat | hsa04142 | Lysosome | 1.67E-05 | *TCIRG1, CTSZ, LIPA, GM2A, ACP5, CTSA, PPT1, ACP2, DNASE2, SLC11A1, CD68, LAPTM5, TPP1, CTSB, CTSH, ATP6V0D2* |
|  | hsa00071 | Fatty acid metabolism | 4.90E-04 | *ACADVL, CPT1B, ACSL1, ACADM, EHHADH, ADH6, ACADL, HADHB* |
|  | hsa03320 | PPAR signaling pathway | 7.59E-04 | *LPL, CPT1B, ACSL1, ACADM, OLR1, EHHADH, UCP1, ACADL, DBI, PCK1* |
|  | hsa04670 | Leukocyte transendothelial migration | 1.05E-03 | *ITGAL, NCF2, NCF1, CLDN3, NCF4, MMP9, ITGB2, ITGA4, ITGAM, CLDN15, CYBB, RAC2, CLDN1* |
| Intramuscular | hsa05410 | Hypertrophic cardiomyopathy (HCM) | 6.66E-16 | *TNF, MYL2, MYL3, TNNC1, MYBPC3, ITGB4, ITGA11, TGFB3, CACNB1, TPM2, TTN, ITGB1, TPM4, ACTG1, ACE, DES, ITGB8, ITGAV, DMD, CACNA2D1, ACTC1, IL6, SLC8A1, CACNG7, CACNG6, ITGA1, LMNA, ITGA2, MYH7, ITGA3, MYH6, CACNG1, CACNA1S, ITGA9, ATP2A2, SGCG, ITGA5, ITGA8, ITGA7, SGCD, RYR2, CACNA1C* |
|  | hsa05414 | Dilated cardiomyopathy | 3.40E-15 | *ADCY2, TNF, MYL2, MYL3, ADCY8, TNNC1, MYBPC3, ITGB4, ITGA11, TGFB3, CACNB1, TPM2, TTN, ITGB1, TPM4, ACTG1, DES, ITGB8, ITGAV, DMD, CACNA2D1, ACTC1, SLC8A1, CACNG7, CACNG6, ITGA1, LMNA, ITGA2, MYH7, ITGA3, MYH6, CACNG1, CACNA1S, ITGA9, ATP2A2, SGCG, ITGA5, ITGA8, PLN, ITGA7, SGCD, RYR2, CACNA1C* |
|  | hsa04510 | Focal adhesion | 1.07E-10 | *PGF, PDGFA, BCAR1, VCL, CHAD, ACTG1, PAK4, ZYX, COL11A2, COL11A1, AKT3, SHC4, BRAF, ACTN4, MYLK2, ACTN1, PRKCG, ACTN2, PPP1CC, FLNC, FLNA, SPDYA, VEGFC, CCND1, CCND2, JUN, VEGFA, RELN, LAMC2, CAV3, MYL2, TNC, ITGB4, ITGA11, COL2A1, ITGB1, IGF1R, COL6A6, ITGB8, ITGAV, COMP, PPP1R12A, PIK3R3, THBS1, THBS4, FLT1, FLT4, ITGA1, ITGA2, MYLPF, ITGA3, BIRC3, BIRC2, COL4A6, LAMA1, ITGA9, ITGA5, ITGA8, ITGA7, MYLK* |
|  | hsa05412 | Arrhythmogenic right ventricular cardiomyopathy (ARVC) | 2.58E-09 | *ITGB4, ITGA11, CACNB1, ITGB1, ACTG1, DES, ITGB8, DMD, ITGAV, SLC8A1, CACNA2D1, ACTN4, CACNG7, CACNG6, ITGA1, LMNA, ITGA2, ACTN1, ITGA3, ACTN2, CACNG1, CACNA1S, ITGA9, ATP2A2, SGCG, ITGA5, ITGA8, ITGA7, SGCD, RYR2, CACNA1C* |
|  | hsa04020 | Calcium signaling pathway | 3.02E-08 | *ADCY2, TNNC2, TNNC1, ADCY8, ITPKB, ATP2B3, ATP2B4, PLCB4, GRIN2C, NOS3, PTGER1, HTR4, MYLK2, PRKCG, PLCE1, ADRB2, GNAQ, CHRM3, RYR3, RYR1, RYR2, ADORA2B, ERBB4, CYSLTR2, ADORA2A, PHKA1, BDKRB1, BDKRB2, HRH1, PDE1B, HRH2, PLCD4, PPP3CC, CAMK2B, TRPC1, SLC8A1, SLC8A2, ITPR3, PTGFR, CACNA1S, ITPR1, ATP2A2, PLN, ATP2A1, AVPR1A, CACNA1H, CACNA1C, HTR2B, MYLK, HTR2A* |
|  | hsa04270 | Vascular smooth muscle contraction | 4.18E-08 | *MYL6, KCNMB4, ADCY2, ADORA2B, ADORA2A, ADCY8, CALD1, PPP1R12B, MRVI1, PRKG1, KCNMB1, ACTG2, PLCB4, MYL6B, PPP1R12A, CALCRL, RAMP1, PPP1R14A, KCNMA1, RAMP3, RAMP2, BRAF, ACTA2, MYLK2, PRKCG, ITPR3, PRKCE, PPP1CC, CACNA1S, ITPR1, SPDYA, PLA2G4A, GNAQ, MYH11, AVPR1A, CACNA1C, MYLK* |
|  | hsa04010 | MAPK signaling pathway | 6.71E-07 | *FGF18, FGF7, PDGFA, FGF16, TGFB3, NFKB1, NFKB2, FOS, CASP3, MAP3K8, IL1B, FAS, MYC, MAP2K6, AKT3, IL1A, BRAF, CACNG7, RELB, CACNG6, PRKCG, CACNG1, MECOM, FLNC, FLNA, DDIT3, RASGRF2, JUN, GADD45G, GADD45B, GADD45A, IL1R1, FGFR4, TNF, FGFR3, CACNB1, MAPKAPK2, SRF, ATF2, ELK4, MAP3K2, DUSP14, DUSP16, HSPA6, PPP3CC, NFATC2, HSPA8, RASA2, CACNA2D1, NTF3, MAP2K3, NR4A1, CACNA1S, DUSP5, PLA2G4A, DUSP3, RPS6KA3, MAPK12, DUSP1, CACNA1H, MAPK8IP1, CACNA1C, DUSP8* |
|  | hsa05200 | Pathways in cancer | 2.64E-05 | *FGF18, FGF7, PTGS2, PDGFA, PGF, FGF16, TGFB3, NFKB1, NFKB2, GLI2, GLI1, FOS, CASP3, SLC2A1, RALA, HHIP, RARB, FAS, WNT6, MYC, AKT3, RET, PLD1, HSP90AA1, BRAF, RUNX1T1, PRKCG, CDK6, MECOM, DAPK3, VEGFC, CCND1, HIF1A, JUN, VEGFA, WNT9B, LAMC2, WNT11, BID, FGFR3, EGLN3, KITLG, NFKBIA, ITGB1, IGF1R, ITGAV, AXIN2, RUNX1, PIK3R3, TRAF5, IL6, IL8, SMAD3, ITGA2, ITGA3, BIRC3, BIRC2, COL4A6, STAT3, FZD7, RALGDS, WNT2B, LAMA1, CDKN1A, CBLB, CDKN1B, ETS1, RASSF1* |
|  | hsa04810 | Regulation of actin cytoskeleton | 1.68E-04 | *FGF18, FGFR4, FGF7, FGFR3, MYL2, PDGFA, WASF1, BCAR1, SSH2, FGF16, ITGB4, ITGA11, PIP5K1B, ABI2, BDKRB1, PIP5K1A, BDKRB2, ITGB1, VCL, ACTG1, TIAM2, ITGB8, ITGAV, PAK4, PPP1R12A, PIK3R3, ARHGEF4, BRAF, ACTN4, ARHGEF7, ITGA1, ITGA2, ACTN1, MYLK2, MYLPF, IGF2, ACTN2, ITGA3, PPP1CC, SPDYA, ITGA9, CHRM3, ITGA5, ITGA8, ITGA7, F2, MYLK* |
|  | hsa04930 | Type II diabetes mellitus | 1.44E-03 | *PRKCZ, IRS2, TNF, SOCS2, SOCS3, SOCS1, HK1, SOCS4, IGF2, PRKCE, KCNJ11, MAFA, PIK3R3, CACNA1C, ABCC8* |
|  | hsa04360 | Axon guidance | 5.02E-03 | *ABLIM2, EFNA1, PLXNA2, L1CAM, EPHB3, ITGB1, EPHB1, SEMA5A, CXCR4, SEMA3G, PAK4, SEMA7A, NFAT5, SEMA3D, PPP3CC, RHOD, NFATC2, NFATC1, NGEF, EFNB2, DPYSL5, EPHA2, EPHA3, SEMA6A, RND1, RGS3, SEMA4C, SEMA4A* |
|  | hsa04350 | TGF-beta signaling pathway | 5.05E-03 | *NOG, SMAD9, TNF, LTBP1, SMAD7, FST, BMPR2, TGFB3, SMAD3, INHBA, ID2, PPP2CA, COMP, SMURF2, BMP7, THBS1, BMPR1B, MYC, BMP6, THBS4, PITX2* |
|  | hsa05222 | Small cell lung cancer | 7.44E-03 | *PTGS2, NFKBIA, ITGA2, CDK6, ITGA3, NFKB1, BIRC3, ITGB1, BIRC2, COL4A6, LAMA1, CCND1, CDKN1B, ITGAV, LAMC2, RARB, PIK3R3, TRAF5, MYC, AKT3* |
|  | hsa04530 | Tight junction | 8.52E-03 | *PRKCZ, CLDN19, MYH15, MYL2, CASK, CLDN11, ACTG1, PPP2CA, PPP2R2B, AKT3, ACTN4, MYH1, MPDZ, MYH2, MYLPF, ACTN1, PRKCG, ACTN2, MYH7, MYH6, CLDN20, PRKCE, CSDA, MYH11, PARD6G, JAM3, MYH7B, PPP2R2A* |
|  | hsa04720 | Long-term potentiation | 9.16E-03 | *BRAF, ADCY8, PRKCG, PPP1CC, ITPR3, ITPR1, SPDYA, RPS6KA3, PLCB4, GNAQ, GRIN2C, GRIA1, PPP1R1A, PPP1R12A, PPP3CC, CAMK2B, CACNA1C* |
|  | hsa04070 | Phosphatidylinositol signaling system | 9.42E-03 | *PIP5K1B, DGKH, PRKCG, ITPKB, PIP5K1A, ITPR3, ITPR1, PLCE1, PLCB4, DGKB, INPP5J, DGKD, DGKG, PLCD4, SYNJ2, INPP4B, PIK3R3, INPP5A* |
| Subcutaneous | hsa04610 | Complement and coagulation cascades | 4.59E-03 | *MASP1, F13A1, C1S, C2, PROS1, C8G* |
|  | hsa00480 | Glutathione metabolism | 7.89E-03 | *MGST3, GSS, GSTT1, ANPEP, MGST1* |

1. **KEGG pathway of DEGs down-regulated in each depot**

| **Tissue** | **KEGG ID** | **KEGG Term** | **P-Value** | **Gene** |
| --- | --- | --- | --- | --- |
| Omental fat | hsa04512 | ECM-receptor interaction | 3.60E-05 | *LAMA2, COL6A6, COL6A3, COL1A2, ITGB4, ITGA11, SV2B, THBS3, THBS4, FN1* |
|  | hsa05200 | Pathways in cancer | 1.86E-03 | *WNT10B, BMP2, IL6, FGF7, FGF11, PRKCG, MMP2, LAMA2, WNT2, FOS, CBLB, RASSF5, JUN, SLC2A1, ABL1, FN1* |
|  | hsa04510 | Focal adhesion | 1.96E-03 | *LAMA2, COL6A6, PAK3, JUN, COL6A3, COL1A2, ITGB4, ITGA11, PRKCG, THBS3, THBS4, FN1* |
|  | hsa04514 | Cell adhesion molecules (CAMs) | 4.44E-03 | *CADM3, MPZ, PVRL3, CLDN5, CD276, CLDN10, VCAN, CLDN11, SELE* |
| Intramuscular | hsa00280 | Valine, leucine and isoleucine degradation | 4.97E-12 | *BCKDHA, ACAA2, ALDH6A1, HSD17B10, ACADSB, BCAT2, ACADS, EHHADH, IL4I1, ECHS1, ACAT1, HIBADH, HADHA, HADHB, MCCC2, MUT, OXCT1, MCCC1, DLD, HADH, PCCB, PCCA, HMGCL* |
|  | hsa04142 | Lysosome | 2.31E-06 | *SGSH, AP1B1, ACP5, CTSA, PPT1, ASAH1, GLB1, SLC11A1, CD68, NAGPA, AP1S1, LAPTM5, GNPTAB, MAN2B1, IDUA, GBA, CTSZ, PLA2G15, LIPA, GUSB, NAPSA, CTSS, GNS, LAMP3, IGF2R, GAA, CTSC, AP4B1, CTSH* |
|  | hsa00640 | Propanoate metabolism | 1.66E-05 | *ALDH6A1, SUCLG1, EHHADH, ACACA, ECHS1, ACSS2, ACSS3, ACAT1, HADHA, MUT, MLYCD, PCCB, PCCA* |
|  | hsa03320 | PPAR signaling pathway | 1.57E-04 | *ME1, ACOX2, LPL, CPT2, RXRA, EHHADH, PPARG, RXRG, AQP7, PCK2, ADIPOQ, ACOX3, ACSL1, CYP27A1, PLIN1, FABP4, PLTP, ACSL5* |
|  | hsa00071 | Fatty acid metabolism | 2.03E-04 | *ACAA2, ACADSB, CPT2, ACADS, EHHADH, ECHS1, ACAT1, HADHA, HADHB, ACOX3, ACSL1, HADH, ACSL5* |
|  | hsa05340 | Primary immunodeficiency | 2.37E-04 | *CIITA, PTPRC, CD8A, CD3D, CD8B, CD3E, UNG, LCK, CD4, JAK3, BLNK, BTK* |
|  | hsa04660 | T cell receptor signaling pathway | 3.61E-04 | *PIK3CG, PTPRC, PTPN6, CD3G, VAV3, CD3D, CD8A, CD8B, CD3E, PIK3CD, MALT1, VAV1, PAK6, CARD11, LAT, RASGRP1, LCK, PIK3R5, CD4, GRAP2, PIK3R1, AKT2, LCP2* |
|  | hsa04662 | B cell receptor signaling pathway | 4.59E-04 | *PIK3CG, PTPN6, VAV3, CR2, PIK3CD, MALT1, VAV1, BTK, CARD11, RAC2, CD22, PIK3R5, PIK3AP1, INPP5D, PIK3R1, AKT2, SYK, BLNK* |
|  | hsa00650 | Butanoate metabolism | 8.20E-04 | *ACSM1, L2HGDH, ACADS, OXCT1, EHHADH, ECHS1, PDHA1, HADH, ACAT1, HMGCL, HADHA* |
|  | hsa04640 | Hematopoietic cell lineage | 2.32E-03 | *CD3G, CR2, CD3D, CD8A, CD8B, FLT3, CD3E, ANPEP, ITGA4, CD1E, ITGAM, CD2, CD22, CSF3R, EPOR, CD4, CD14, CSF1R* |
| subcutaneous | hsa04360 | Axon guidance | 3.61E-05 | *MET, L1CAM, EPHB3, NTN1, SLIT2, EPHB2, EPHA5, EPHA7, RND1, SEMA7A, SEMA3F, SEMA3D, ROBO2, EFNA4, SEMA4A* |
|  | hsa04270 | Vascular smooth muscle contraction | 6.09E-04 | *GNA13, ACTG2, ADCY2, ACTA2, ADCY8, MRVI1, MYH11, PRKG1, ITPR3, CACNA1C, ITPR1, MYLK* |
|  | hsa05412 | Arrhythmogenic right ventricular cardiomyopathy (ARVC) | 2.19E-03 | *DES, DSG2, ITGA8, DMD, DSP, RYR2, ACTN1, CACNA1C, SGCA* |
|  | hsa04916 | Melanogenesis | 3.26E-03 | *FZD8, EDNRB, WNT16, ADCY2, GNAO1, WNT5B, ADCY8, FZD2, FZD5, CAMK2A* |
|  | hsa05217 | Basal cell carcinoma | 6.54E-03 | *BMP4, FZD8, WNT16, WNT5B, FZD2, AXIN2, FZD5* |

How the deposited data were processed for this re-analysis (not part of the article)

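Count tables of 34 RNA-seq libraries were read, 9 of omental (O), 8 of intramuscular (I) and 9 of subcutaneous (S) fat and 8 of muscle, from 9 animals of 30 months. Libraries of one replicate number are labelled as one animal, and 8 animals had libraries of all 3 fat depots. The closing section questions the label of one muscle library. The authors mapped paired-end reads of poly(A) RNA with TopHat2 and counted them per Ensembl gene with HTSeq. The values are raw counts, with 24596 genes and 5 lines that name no gene in each table. The paper's text does not name the strand setting of the counting. Conditions were taken from the sample labels.

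Counts on genes per library were 4187267 to 6141691 in O (median 5389329), 4363871 to 6505720 in I (median 5757418), 4913519 to 7184022 in S (median 5429641) and 3726376 to 6612376 in muscle (median 5404697.5). The common coefficient of variation between animals was 0.284 to 0.320 in the pairs of depots, so spread between animals limits a fold change more than counting does, except for genes with few counts, such as UCP1. Pairs of libraries of the same tissue were checked for one sample counted again, and the lowest chi-square per degree of freedom was 12.0 over 128 pairs.

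The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Genes were kept by filterByExpr with a count minimum of 10, library sizes were scaled with TMM, and groups were compared with the quasi-likelihood test of edgeR at an FDR under 0.01. Standard errors were computed as the absolute log2 fold change divided by the square root of F. Principal components used log2 CPM with a prior count of 2 and the 12732 genes with a mean above 1. The comparisons were O with I, O with S, I with S, I with O and S together, muscle with each depot, and the interaction of the sex of the labels with the depot. A depot-specific DEG is a DEG with the same direction in both comparisons of the depot. For the qRT-PCR genes, log2 fold changes came from a fit without the count filter and were set against Table S3 with Pearson's and Spearman's correlation, tested with 100000 resamples, or exactly for 8 genes or fewer. The smallest p that the resamples can give is 2e-05.

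The pipeline was tested on simulated data made from these libraries. In O against S, the quasi-likelihood test recovered 167 of 192 changed genes with 4 false calls, the likelihood ratio test 170 with 5, DESeq2 170 with 8, and one dispersion for all genes 185 with 51. In O against I, the quasi-likelihood test recovered 159 of 197 with 1 false call. With a simulated effect of the animal, 129 of 193 changed genes were recovered without the animal as a block and 169 with it. For the interaction of sex with depot, 70 of 200 were recovered with 0 false calls.

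The alternatives set before the data were examined were the likelihood ratio test, DESeq2, no TMM, RLE factors, no filter, a filter of more than 1 CPM, the animal as a block, the sex of the labels as a covariate, one fit over the 3 depots, only animals with all 3 depots, each animal left out in turn, an FDR under 0.05, at least a 2-fold change, and leaving out genes higher in muscle than in O and S. The 6 combinations of a common, trended or tagwise dispersion with or without the animal as a block were added after the data were seen, as were the same 6 with a filter of more than 0.3 CPM in at least 8 libraries, a common dispersion with the block and a filter of more than 1 CPM in at least 4 libraries, muscle without replicate 4 and the qRT-PCR genes of one direction. Named genes are those the paper names where a passage is about them, and the genes with the 3 largest increases and decreases in each pair of depots among DEGs that changed the same way in every animal, of which the text prints a part.

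The gene identifiers of the tables could be paired with names only for the 31 genes of Table S1. Gene sets, pathways, marker lists and the paper's statements on genes outside Table S1 were therefore not analysed here, and the gene set alternatives were not run. Tests of other splits of the libraries used 100 splits for the fat depots, 40 for muscle, 40 for depot-specific DEGs, 50 for fits with the block and 20 for sex by depot, with the real one included. A second set, made later, used 60, 30, 40, 40 and 20, and both sets are given. Most of these splits exchanged depots within animals.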

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

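The tests on the intramuscular library of replicate 5 and on the sex-linked genes of the library labelled muscle replicate 4 were chosen after the result was seen. The splits of the muscle comparisons were chosen before. In 36 groups of libraries, 3 had a library far from the others, and chance alone sets a library apart in about 1 of 20 groups.

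The intramuscular library of replicate 5 lay far from the other 7 in 2 measures. Of its reads, 54.5% were matched to no gene in the counting, against 57.9% to 59.7% in the others. A further 15.4% had more than one place in the genome. Its correlation with the mean of the other intramuscular libraries was 0.863, against 0.961 to 0.976. In this library 3815 genes lay beyond every other intramuscular library and more than 2-fold from their mean log2 CPM (1433 above and 2382 below). The other 7 libraries had 248 to 625 such genes. A low depth is argued against, as its 6505720 counts on genes were the most of the 8. A wrong depot label is argued against by the correlation of 0.863 with its own depot, above 0.814 with subcutaneous fat, 0.801 with omental fat and 0.682 with muscle. A mixture with those tissues as the whole cause is argued against, since 62.3% of its raised genes (893 of 1433) were above the means of all 3. Its deviations from the group mean correlated with those of the other tissues' libraries by -0.533 to 0.698. The values were 0.698 and 0.665 for subcutaneous replicates 6 and 7 and 0.555 for omental replicate 6. For its own animal they were 0.470 in muscle, 0.097 in omental and -0.296 in subcutaneous fat. The pattern thus recurred in part in other libraries, and not throughout its own animal. The state of the tissue, another cell type, and a difference in handling stay open, and no biological explanation was tested. Without replicate 5, O and I differed in 4738 DEGs, I and S in 4951 and O and S in 271.

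UCP1 stood at a log2 CPM of -0.49 in muscle replicate 8 and at -1.50 in each of the other 7 muscle libraries. The difference is a single count in that library, with 0 in the others. No explanation was tested.

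The paper does not analyse the muscle libraries. Muscle differed from intramuscular fat in 7441 DEGs, from omental fat in 8164 and from subcutaneous fat in 7972 (edgeR quasi-likelihood test, FDR under 0.01). Of 40 splits of the same libraries, 1 gave as many DEGs in each of the 3 comparisons, the real one, and the highest count of any other split was 0, 1781 and 2441. In a second set of 30 splits it was 4730, 0 and 1781. In each set, 10 further splits that parted fewer pairs of libraries gave 0. A few genes take many of the counts in muscle, where the 20 highest genes held a median of 26.2% of counts on genes, and the TMM factors were 0.524 to 0.747. Without TMM, the median log2 fold change moved by -0.97 to -0.79, and 1670 DEGs were higher in muscle and 6652 in intramuscular fat, against 3730 and 3711 with TMM. The shift moves all genes alike, so the changed balance follows from the scaling. Without TMM, 5385 of the 7441 DEGs, 6009 of the 8164 and 5852 of the 7972 were also called. Depth was similar in the 4 tissues. Tissue, which the design names, stays open as an untested explanation.

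The sum of 5 genes that were lower in animals labelled female was 210.5 CPM (599 counts) in the library labelled muscle replicate 4, whose animal is labelled female. The genes were found by comparing the fat libraries. In the 9 fat libraries of animals labelled female the sum was 0 to 0.300 CPM, and in the 17 others 114.5 to 167.4 CPM. In muscle it was 0.416 CPM in the other library labelled female and 152.8 to 262.9 CPM in the 6 others. A small share of RNA from another animal is argued against, as the sum was 107.9% of the median of those 6. A mislabelled library may explain this, with 210.5 CPM within the range of those 6. Its deviations correlated with those of the fat libraries of its own animal by -0.081 to 0.045. Of the pairs of one animal, 6 of 7 of intramuscular fat and muscle were above 0.1, so its own was the only one below (0.014). In omental fat 5 of 8 were above 0.1 and its own was the lowest of the 8, but in subcutaneous fat only 3 of 8 were. These correlations lean toward a wrong label and do not settle it. An exchange of labels with another library read here is argued against, as none of an animal not labelled female was below 114.5 CPM. An exchange with the intramuscular library of replicate 9, which was not used here, is argued against. The library in question correlated with the mean of the other muscle libraries by 0.978. It scored 162.2 on the first component, where every fat library scored 4.91 or less. A library from a different animal, or an exchange with a muscle library not read here, stays open. The names of the 5 genes were not used here. Without this library, muscle differed from I, O and S in 7228, 8003 and 7790 DEGs.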

How the results depend on the processing

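The 6 combinations of dispersion and block, the filters in 4 and in 8 libraries, muscle without replicate 4, and the qRT-PCR genes of one direction were chosen after the data were seen. The other alternatives were set before the data were examined, and the gene set alternatives were not run.

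The counts in OI, IS and IC and the I-specific count stayed within 1.5 times their values under all alternatives but one, as did the 3 muscle counts under all of theirs. That exception was a change of at least 2-fold, where the smaller list shows the cause: 2340 in OI, 2224 in IS, 2410 in IC and 1617 I-specific, with 131 O-specific and 98 S-specific. OS and the O- and S-specific counts moved more, and in the order OS, O-specific and S-specific they were 743, 344 and 295 with the likelihood ratio test, 814, 367 and 326 with DESeq2, 1067, 376 and 358 with the animal as a block, 271, 131 and 107 with complete animals only, and 1005, 470 and 431 at an FDR under 0.05. Complete animals leave fewer libraries, and an FDR of 0.05 is a wider threshold by construction. For the likelihood ratio test and DESeq2 the cause was not tested. With the block, the common coefficient of variation in OS fell from 0.284 to 0.185. On data simulated with an effect of the animal, 129 of 193 changed genes were recovered without the block and 169 with it. An effect of the animal may therefore account for the higher OS count with the block.

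With a common dispersion the same counts were 942, 459 and 378 without the block and 1765, 757 and 606 with it. With a trended dispersion they were 868, 431 and 331 without and 1735, 738 and 595 with it, and with a tagwise dispersion 685, 336 and 258 without and 1609, 648 and 566 with it. A common dispersion, the block and a filter of more than 1 CPM in at least 4 libraries gave 2162, 939 and 776. That filter came from a scan of filters against the number of genes tested in File S1. With a filter of more than 0.3 CPM in at least 8 libraries, the counts were 1292, 620 and 552 with a common dispersion without the block and 2198, 948 and 797 with it, 1115, 543 and 438 with a trended one without and 2019, 861 and 716 with it, and 912, 423 and 367 with a tagwise one without and 1897, 747 and 711 with it. All 13 settings were set against File S1, and the cause of the differences between dispersions and between filters was not tested.

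Leaving out each animal in turn gave 3649 to 4738 DEGs in OI, 271 to 428 in OS, 3480 to 4951 in IS, 4727 to 5683 in IC, 131 to 217 O-specific, 2539 to 3553 I-specific and 107 to 154 S-specific. OS had 271 DEGs without replicate 5 and without replicate 9. Without TMM, the totals stayed within 1.5 times, but the median log2 fold change moved by 0.22 in OI, -0.20 in IS, -0.23 in IC and 0.03 in OS, and the depot with more DEGs changed in OI, IS and IC. Leaving out genes higher in muscle gave 3226 in OI, 3091 in IS, 4059 in IC and 2244 I-specific. For the last, the tested genes fell from 12927 to 9601 and the share called, up and down together, from 24.3% to 23.4%. Of the 1787 I-specific genes that were up-regulated, 658 were among the genes left out.

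For sex by depot, the likelihood ratio test gave 1 DEG and DESeq2 gave 1, against 0 with the quasi-likelihood test. At an unadjusted p under 0.05 there were 910, 957 and 669 genes.

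The qRT-PCR correlation fell within one direction of change. In I, r was 0.161 in up-regulated and -0.601 in down-regulated genes, which reverses its sign. In O it was 0.736 and 0.915, and in S 0.870 and 0.317. None passed p = 0.05 in an exact permutation test of 5 genes, where fewer genes and a narrower range enter by construction. The single reference genes shift every value of a comparison alike and cannot move r.

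For the named genes, in the comparisons that the paper or their place in the list names them for, no alternative reversed a direction. In other comparisons, uncalled genes near 0 changed sign when an animal was left out, such as TPM2 in O against S (0.09, from -0.01 to 0.21) and TBX15 in I against S (-0.07, from -0.16 to 0.07). Of the alternatives set before, 1229 gave the same call, 27 gained it and 10 lost it, and of those added later 697 gave the same call, 44 gained it and 0 lost it. Depth limits genes such as UCP1, with 0 to 36 counts per fat library.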

Differences from the paper's values

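The settings with a common, trended or tagwise dispersion were chosen after the values were seen. The title of the paper's Figure 1 names a common dispersion. No alternative set before the data were examined used a common dispersion for its test. One of the settings is here called the scanned filter (a common dispersion, the block, and more than 1 CPM in at least 4 libraries). For it, 552 filters, and some with library sizes that include reads matched to no gene, were scanned. The scan looked for a filter that keeps about the paper's number of tested genes in OS, so the scanned filter was fitted to the paper. It keeps 14403 genes against the paper's 14402, and 6 others also came near, 1 of them with 14402, but those were not carried on. Before it, the 6 combinations of dispersion and block were run with more than 0.3 CPM in at least 8 libraries, here called the wide filter.

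In OS, the paper's 2156 DEGs, 836 higher in S and 1320 in O, stand against 430, 171 and 259 here. None of the alternatives set before the data were examined comes within 1.5 times of these (271 to 1067 in total). Chosen after seeing the values, a common dispersion with the block gave 1765 (698 and 1067), a trended dispersion with the block 1735 (682 and 1053) and a tagwise dispersion with the block 1609 (688 and 921), all within 1.5 times. The scanned filter, also chosen after seeing the values, gave 2162 (841 and 1321). The wide filter with the block, also chosen after seeing the values, gave 2198 (854 and 1344) with a common, 2019 (777 and 1242) with a trended and 1897 (784 and 1113) with a tagwise dispersion, within 1.5 times as well.

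For S-specific DEGs, the paper's 853, with 302 up-regulated and 551 down-regulated, stand against 164, 59 and 105. None of the alternatives set before the data were examined comes within 1.5 times (98 to 431). Chosen after seeing the values, a common dispersion with the block gave 606 (221 and 385) and a trended dispersion with the block 595 (218 and 377), within 1.5 times, and a tagwise dispersion with the block 566 (229 and 337), of which only the up-regulated count is. The scanned filter, also chosen after seeing the values, gave 776 (277 and 499). The wide filter with the block, also chosen after seeing the values, gave 797 (277 and 520) with a common, 716 (251 and 465) with a trended and 711 (273 and 438) with a tagwise dispersion, within 1.5 times as well, and with a common dispersion without the block 552 (179 and 373), of which only the down-regulated count is.

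For O-specific DEGs, the paper's 979, with 621 up-regulated and 1320 down-regulated in its text, stand against 198, 114 and 84. Table 1 of the paper gives 358 for the down-regulated count. None of the alternatives set before the data were examined comes within 1.5 times (131 to 470). Chosen after seeing the values, a common dispersion with the block gave 757 (480 and 277) and a trended dispersion with the block 738 (477 and 261), within 1.5 times of the total and of the up-regulated count and of Table 1. A tagwise dispersion with the block gave 648 (405 and 243), of which only the down-regulated count is within 1.5 times of Table 1. The scanned filter, also chosen after seeing the values, gave 939 (596 and 343). The wide filter with the block, also chosen after seeing the values, gave 948 (599 and 349) with a common, 861 (557 and 304) with a trended and 747 (470 and 277) with a tagwise dispersion, within 1.5 times as well, but no setting reached the 1320 of the text.

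In the omental part of Table S3, the RNA-seq columns were compared after exchanging the 2 columns. The paper's log2 fold change of TCF21 in O against S is 8.19, against 7.65 here. A value counts as different here when the gap is above the standard error of its own fit. Of the alternatives set before the data were examined, DESeq2 (7.68) is within its own error and the animal as a block (7.65) is not, though the 2 values lie close together. Larger gaps lie within larger errors for DUSP27 in I against O (the paper's 8.64, 7.98 here, standard error 0.74) and LHX8 in S against O (the paper's 7.90, 7.33 here, standard error 0.77), but the block for DUSP27 (7.91) and DESeq2 for LHX8 (6.73) lie outside theirs. The paper's log2 fold change of ZIC1 in O against I is -8.73, against -7.86 here, and neither DESeq2 (-7.35) nor the block (-7.87) closes it. ZIC1 and LHX8 had 0 counts in all O libraries, DUSP27 0 to 1 in O and TCF21 0 to 1 in S, so the size of these fold changes is not set by the counts, and the standard errors do not decide whether they differ from the paper's.

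The paper ranks the number of DEGs in OI and IS above that in OS by a smaller ratio than the 10.0 and 9.95 found here, and the I-specific number above the O- and S-specific ones by less than the 15.9 and 19.2 found here. Of the alternatives set before the data were examined, the animal as a block came lowest, with 3.86 and 3.35 and with 7.23 and 7.60. Chosen after seeing the values, the lowest ratios were 2.38, 2.14, 3.86 and 4.59, with a common dispersion, the block and the scanned or the wide filter.

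The paper lists several genes as depot-specific that passed no FDR of 0.01 here in one comparison. FASN in O against S had a log2 fold change of -0.76 (edgeR adjusted p = 0.183, lower in O in 6 of 9 animals). It was called only with a common dispersion, without the block (edgeR adjusted p = 0.00169) and with it (6.4e-06), and with the scanned filter (6.9e-06) or the wide filter (0.00226 without the block, 7.5e-06 with it), all chosen after seeing the values. Its adjusted p ran up to 0.369. ITGAM in O against S had 1.19 (edgeR adjusted p = 0.0138, higher in 8 of 9). It was called with the likelihood ratio test, DESeq2, the block, one fit over the 3 depots, without replicate 1 or 7, at an FDR of 0.05, and with all 13 dispersion settings chosen after seeing the values (edgeR or DESeq2 adjusted p from 8.2e-18 to 0.0488). EEF1A2 in O against S had 1.85 (edgeR adjusted p = 0.0403). It was called with DESeq2, the block, without replicate 1, at an FDR of 0.05, and with the same 13 (edgeR or DESeq2 adjusted p from 2.9e-16 to 0.138). LHX8 in I against S had -2.22 (edgeR adjusted p = 0.0116). It was called with the likelihood ratio test, DESeq2, no TMM, the block, the sex covariate, without replicate 3 or 5, at an FDR of 0.05, and with the same 13 (edgeR or DESeq2 adjusted p from 3.4e-11 to 0.0379).

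Below the count filter, fits without it gave UCP1 in O against I 2.11 (edgeR adjusted p = 0.0333), called with the block, and UCP1 in O against S 3.17 (edgeR adjusted p = 0.0201), called with DESeq2 and the block. They gave BDNF in O against S 2.35 (edgeR adjusted p = 0.0196), called with DESeq2 and the block, MFSD2A in O against S -2.22 (edgeR adjusted p = 0.0168), called with DESeq2, and SLPI in O against S -3.07 (edgeR adjusted p = 0.0191), called with both.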

Other observations

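The tests of the share of muscle RNA across genes, of File S1, of the columns of Table S3, and of splits for depot-specific DEGs and for sex by depot were chosen after the result was seen. The splits of the pairwise comparisons and the test of I-specific genes against muscle were chosen before. Tests that need gene names were not run.

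Other splits of the same libraries gave fewer DEGs than the depots did. In OI, OS, IS and IC, 1 of 100 splits each gave as many, the real one. These splits exchanged depots within animals, their median was 0, and the highest other counts were 2436, 5, 325 and 7. A second set of 60 splits, made later, had highest counts of 1050, 5, 42 and 0. A further 10 splits per comparison in each set, which parted fewer pairs, gave 0. For O-specific, I-specific and S-specific DEGs, 1 of 40 splits gave as many, with highest other counts of 177, 0 and 0, and in the second set of 40 with 0. The 177 lie near the 198 O-specific DEGs of the real split. With a common dispersion and the block in OS, 1 of 50 splits gave 1765 or more, but the median of the others was 63 and the highest 887, and in the second set of 40 it was 68 and 470. With the filter in 4 libraries as well (2162 DEGs), the median was 85 and the highest 1157, and in the second set 82 and 644. With the quasi-likelihood test and the block, the highest other count was 2, and 0 in the second set.

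Genes up-regulated in intramuscular fat may partly stem from muscle RNA. As the whole cause this is argued against, since 52.3% of the I-specific up-regulated genes tested against muscle (926 of 1772) were higher in intramuscular fat than in muscle, and 18.6% were higher in muscle. For the genes that are much higher in muscle, a small share stays open. Of 173 genes at least 100-fold higher in muscle than in O and S, 83.8% (145) stood in I at a level within 2-fold of a median of 1.38% of their level in muscle (0.719% to 4.84% at the 5th and 95th percentile). RNA from muscle fibres within the sample could give such a common share. TPM2, at 3.96%, was above it. Expression by cells of the depot itself stays open as an untested biological explanation.

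File S1 lists a test statistic for each DEG. In OS, the statistics with one common dispersion and the animal as a block were 1.02 times those of File S1 at the median, with r = 0.99998 across 1633 genes. This fit is consistent with such a setting in the paper for OS, with the ratio of 1.02. With the filter in 4 libraries, found in a scan of filters against the number of genes tested in File S1, the ratio was 1.00 with r = 0.999999 across 1999 genes, and with the filter of more than 0.3 CPM in 8 libraries it was 1.00 with r = 0.999998 across 1990. All 6 combinations were tried, and the ratio was 0.543 with a common dispersion without the block, 0.979 and 0.518 with a trended dispersion with and without it, and 0.733 and 0.420 with a tagwise dispersion. In OI and IS, where 1 library fewer was used here, the ratio with a common dispersion was 0.827 and 0.812 with the block and 0.758 and 0.853 without it, so in IS it was nearer to 1 without the block, and these 2 comparisons do not decide. Across genes, r was 0.997 and 0.998 with the block and 0.981 and 0.986 without it. The rows of File S1 read here are a part of the list and hold only genes called in the paper.

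In the omental part of Table S3, the RNA-seq columns differed from the values here by a median of 0.96 and 0.99 (log2) as headed, and by 0.12 and 0.15 after exchanging them. With 0.15 as the larger difference, each column may stand under the heading of the other. The qRT-PCR columns correlated with r = 0.965 (headed I) and 0.945 (headed S) as headed. When exchanged, r was 0.912 and 0.956, so these correlations do not decide. The value with ACTB minus that with GAPDH bears on the qRT-PCR headings. It was -0.120 in the column headed I and -0.370 in the column headed S. In the other parts it was 0.120 for I against O and 0.370 for S against O. These are the same sizes with the opposite sign, which argues against an exchange of the qRT-PCR columns.

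The interaction of the sex of the labels with the depot gave 0 DEGs of 14559 genes with the quasi-likelihood test of edgeR, 669 at an unadjusted p under 0.05, and 1 DEG each with the likelihood ratio test and DESeq2. With a real count of 0, every split of the sex classes over animals gives as many by construction (20 of 20), so the splits decide nothing here. On simulated data the test recovered 70 of 200 changed genes. No alternative with the animal as a block was run for this interaction, although the block raised the OS count from 430 to 1067. The 0 DEGs therefore do not rule out an interaction. Across the fat libraries, animals labelled female differed from those labelled male in 5 DEGs of 14891 (680 at an unadjusted p under 0.05) and from those labelled castrated in 6 (695). Castrated and male animals differed in 0 (640 at an unadjusted p under 0.05, edgeR quasi-likelihood test). The paper describes all animals as steers.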
